# The *carP* lncRNA Is a *carS*-Related Regulatory Element with Broad Effects on the *Fusarium fujikuroi* Transcriptome

**DOI:** 10.3390/ncrna7030046

**Published:** 2021-08-02

**Authors:** Javier Pardo-Medina, Gabriel Gutiérrez, M. Carmen Limón, Javier Avalos

**Keywords:** RNA-seq, *carP* lncRNA, cis-acting mechanism, carotenoid biosynthesis, light regulation

## Abstract

Carotenoid biosynthesis in the fungus *Fusarium fujikuroi* is regulated by environmental factors, with light being the main stimulating signal. The CarS RING-finger protein plays an important role in the downregulation of structural genes of the carotenoid pathway. A recent transcriptomic analysis on the effect of *carS* mutation identified a gene for a long non-coding RNA (lncRNA) upstream of *carS*, called *carP*, the deletion of which results in increased *carS* mRNA levels and lack of carotenoid production. We have investigated the function of *carP* by studying the transcriptomic effect of its deletion and the phenotypes resulting from the reintroduction of *carP* to a deletion strain. The RNA-seq data showed that the loss of *carP* affected the mRNA levels of hundreds of genes, especially after illumination. Many of these changes appeared to be cascade effects as a result of changes in *carS* expression, as suggested by the comparison with differentially expressed genes in a *carS* mutant. Carotenoid production only recovered when *carP* was integrated upstream of *carS*, but not at other genomic locations, indicating a *cis*-acting mechanism on *carS*. However, some genes hardly affected by CarS were strongly upregulated in the *carP* mutant, indicating that *carP* may have other regulatory functions as an independent regulatory element.

## 1. Introduction

The genus *Fusarium* encompasses a large group of fungal species widely distributed in all ecosystems, most of them phytopathogens [1,2]. Some of them have been extensively investigated for the damage they cause in agriculture, but they are also compelling research models due to the richness of their secondary metabolism [3]. A prominent example is the rice pathogen *Fusarium fujikuroi*, well-known for its ability to produce gibberellins [4], plant growth-promoting hormones with applications in agriculture. This species can produce many other secondary metabolites, as indicated by the abundance of gene clusters in its genome dedicated to synthesizing a great diversity of compounds [5].

Recently, *F. fujikuroi* has received special attention as a model for the study of fungal carotenoid synthesis and its regulation [6]. All the genes involved in the synthesis of its main carotenoid, the carboxylic xanthophyll neurosporaxanthin, have been identified: *carB*, *carRA*, *carT,* and *carD*. Two of them, *carRA* and *carB*, are organized in a cluster (*car* cluster) together with *carX*, which encodes an enzyme that cleaves β-carotene to form retinal, and *carO*, which encodes a rhodopsin that uses retinal as a chromophore. Carotenogenesis in *Fusarium* is stimulated by light through transcriptional induction of the *carRA, carB,* and *carT* genes, and to a lesser extent, *carD* gene. Carotenoid photoinduction is the best known photoresponse in this fungus, but the details of its molecular mechanism remain largely unknown. The transcriptional induction of *car* genes by light is mediated by the White-collar protein WcoA. Inactivation of the *wcoA* gene severely impairs the transcription of these genes and, subsequently, the accumulation of carotenoids. However, carotenoid photoinduction is not completely abolished in the *wcoA* mutant. The phenotypic characterization of deletion mutants has revealed the accessory participation of two other photoreceptors, the DASH cryptochrome CryD and the small flavoprotein VvdA [7]. CryD appears to be responsible for a slower response through an unknown post-transcriptional mechanism, while VvdA regulates the activity of WcoA and possibly CryD as well. *Fusarium* genomes contain genes for other photoreceptors [8], including two rhodopsins, a phytochrome, and an additional cryptochrome. Except for CarO rhodopsin, involved in spore germination [9] and pathogenesis [10], the functions of these photoreceptors in *Fusarium* remain to be investigated.

A distinctive class of *F. fujikuroi* carotenoid mutants, generically called *carS,* exhibit intense orange pigmentation under all culture conditions due to the light-independent accumulation of large amounts of neurosporaxanthin and carotenoid precursors [11]. The *carS* mutants analyzed are affected in the *carS* gene (*FFUJ_08714*), which encodes a protein of the RING-finger family [12]. Their increase in carotenoid content is caused by the presence of larger amounts of transcripts of the structural genes of the carotenogenic pathway, particularly *carRA* and *carB*. The CarS protein is therefore a negative regulator of *Fusarium* carotenogenesis, although the *carS* mutation also affects the expression of genes of other cellular processes [13]. The mechanism of action of CarS is still unknown, but it has sequence similarity to CrgA from *Mucor circinelloides*. The deletion of *crgA* results in a carotenoid overproduction phenotype like that of the *carS* mutants in *F. fujikuroi.* CgrA exerts its function by modifying target proteins by ubiquitylation [14], suggesting a similar molecular mechanism for CarS.

Contrary to what might be expected from its role as a negative regulator of carotenogenesis, *carS* mRNA levels increase under illumination, although the induction is less pronounced than that of the structural *car* genes [12]. The regulation of *carS* may be of special relevance in the control of carotenogenesis in *F. fujikuroi*. The long upstream sequence of the *carS* gene has no predicted ORFs in the genome annotation; however, an RNA-seq study revealed an unidentified 1-kb transcript in this genomic region with features consistent with a long non-coding RNA (lncRNA). As implied by the RNA-seq procedure, this RNA, which we call *carP*, is presumably transcribed by RNA polymerase II and polyadenylated, but lacks protein-coding functions [15]. *carP* is transcribed from the same strand as the *carS* gene and is required for efficient expression of the *car* cluster genes, as indicated by the albino phenotype and the strong reduction in mRNA levels of the structural *car* genes produced by deletion of *carP* (Δ*carP*). Furthermore, an identical phenotype was observed in the close relative *F. oxysporum* when its equivalent *carP* sequence was deleted.

The regulatory function of *carP* is likely associated with the modulation of *carS* expression, as indicated by increased levels of *carS* transcripts in Δ*carP* mutants [15], which could explain the lower expression of structural *car* genes. However, the molecular mechanism by which *carP* performs its function is unknown. It is also unknown whether *carP* is involved only in the control of carotenogenesis or has other regulatory functions. To test this, we have investigated the consequences of *carP* deletion in the transcriptome of *F. fujikuroi*. We show that *carP* affects the expression of many other genes in addition to those of carotenogenesis. Furthermore, we have reintroduced the *carP* gene into a Δ*carP* mutant to check the influence of its genomic location on the restoration of the wild-type phenotype. The results showed that the effect of *carP* on carotenogenesis is *locus* dependent and consistent with a *cis*-acting role on *carS* regulation.

## 2. Results

### 2.1. RNA-seq Analysis of the Effect of ΔcarP Mutation

To analyze the possible regulatory functions of *carP* in addition to its presumed effect on the gene *carS* and the expression of structural carotenoid genes, total RNA was obtained from mycelia of the wild-type strain and the Δ*carP* mutant grown in the dark or illuminated for 60 min. This time of exposure to light was previously described as having a great impact on the transcriptome of this fungus [13]. It should be noted, however, that these conditions are far from the actual conditions in which the fungus thrives in nature, but they have been used in previous studies to investigate transcriptional light regulation. 

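Each strain and light condition was represented by 3 libraries, 12 in all. Mycelia had grown for 3 days at 30 °C in the dark; the contents of a flask were then distributed into Petri dishes, left static in the dark for 240 min, and either illuminated for 60 min with white light of 7 W per square metre or kept in the dark. The authors trimmed and filtered the reads with AfterQC, mapped them with STAR, and counted them over the exons of merged transcripts in SeqMonk. The values used here are those read counts, without normalization, for 15097 annotated genes. Of these rows, 282 name no gene and were left out; they held between 0.00524% and 0.00726% of the counts of a library. The other 14815 rows name 1 gene each. Between 13639641 and 31438590 reads per library were counted, with medians of 23538849 in the wild-type strain in the dark, 17139243 in the illuminated wild type, 14626371 in the Δ*carP* mutant in the dark and 14070212 in the illuminated mutant. Levels are given as CPM, counts scaled to the size of the library, after normalization by edgeR's TMM method. A count of 3, the limit that a count of 0 allows, corresponded to between 0.0896 and 0.292 CPM, depending on the library. This limit and the 95% intervals given with shares cover counting error only. Pairs of groups were compared with edgeR's quasi-likelihood test on the 6 libraries concerned, after edgeR's filter on low counts. A gene was taken as upregulated or downregulated with an adjusted p under 0.05 (Benjamini-Hochberg) and a change of at least 2-fold. For a single value, 3 libraries against 3 allow no exact two-sided permutation p under 0.1.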

The RNA samples were subjected to massive sequencing and the relative amounts of mRNA were determined for all the annotated genes. The sets of transcripts were compared in the different relevant combinations, and the numbers of differentially expressed genes were determined using a threshold of 2x fold change (log2 = 1) (Table 1). 

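The filter on low counts left 10696 genes for the comparison of light and dark in the wild-type strain, 10629 for that in the Δ*carP* mutant, 10814 for mutant against wild type in the dark and 10528 for mutant against wild type after illumination. All 3 libraries of one group lay beyond all 3 of the other for 4984 (46.6%), 2120 (19.9%), 1246 (11.5%) and 2146 (20.4%) of these genes, in the same order. By chance, 10% of genes would be separated in this way.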

Complete lists of genes exhibiting at least a 2x fold change of mRNA levels in all combinations are shown in Supplementary Table S1.

The data revealed a total of 1830 light-regulated genes in the wild-type strain, using the aforementioned threshold change in transcript levels between the illuminated and non-illuminated samples. 

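In the wild-type strain, 853 genes were upregulated and 698 downregulated after illumination, 1551 light-regulated genes in all. With an unadjusted p under 0.05, 2207 genes rose and 2196 fell. Taking genes without the minimum of 2-fold moved these numbers most, to 1667 upregulated and 1403 downregulated genes. With upper quartile normalization, 726 were upregulated and 944 downregulated. Dark and light libraries that share a replicate number deviate together and can come from the same culture. With the replicate number as a block, 962 genes were upregulated and 1083 downregulated. With 1 library left out in turn, the number of downregulated genes lay between 419, without the second light replicate, and 717, without the first dark replicate.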

The number of genes influenced by light was appreciably shortened in the Δ*carP* mutant, with 3.5-fold and 4.5-fold reductions for upregulated and down-regulated genes, respectively. 

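In the Δ*carP* mutant, 50 genes were upregulated by light and 13 downregulated, 17.1-fold and 53.7-fold fewer than in the wild-type strain. With an unadjusted p under 0.05, 730 genes rose and 679 fell. With the replicate number as a block, the test found 449 upregulated and 599 downregulated genes in the mutant, and the wild type exceeded the mutant 1.95-fold in light-regulated genes of both directions together. DESeq2, the tool that the paper used, found 273 and 207 genes in the mutant. With upper quartile normalization the numbers in the mutant were 50 and 24. The biological coefficient of variation common to all genes was 0.447 in the 6 mutant libraries and 0.278 in the 6 wild-type libraries, and with the block it was 0.122 and 0.0821. Without the first or the third dark replicate of the mutant, 0 genes passed the threshold in either direction; at an unadjusted p under 0.05, 587 rose and 528 fell without the first, and 512 rose and 401 fell without the third. The difference in light response between the strains was tested itself, as the interaction of strain and light over 11107 genes and all 12 libraries. The interaction, mutant against wild type, was negative for 111 genes and positive for 0, against 540 and 88 genes with an unadjusted p under 0.05. With a block for each replicate number within its strain, it was negative for 362 genes and positive for 47. For a gene that light lowers, a positive interaction is a smaller response in the mutant. From its own counts, the paper reports that the mutant had appreciably fewer genes under the influence of light.

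**Figure D1:**
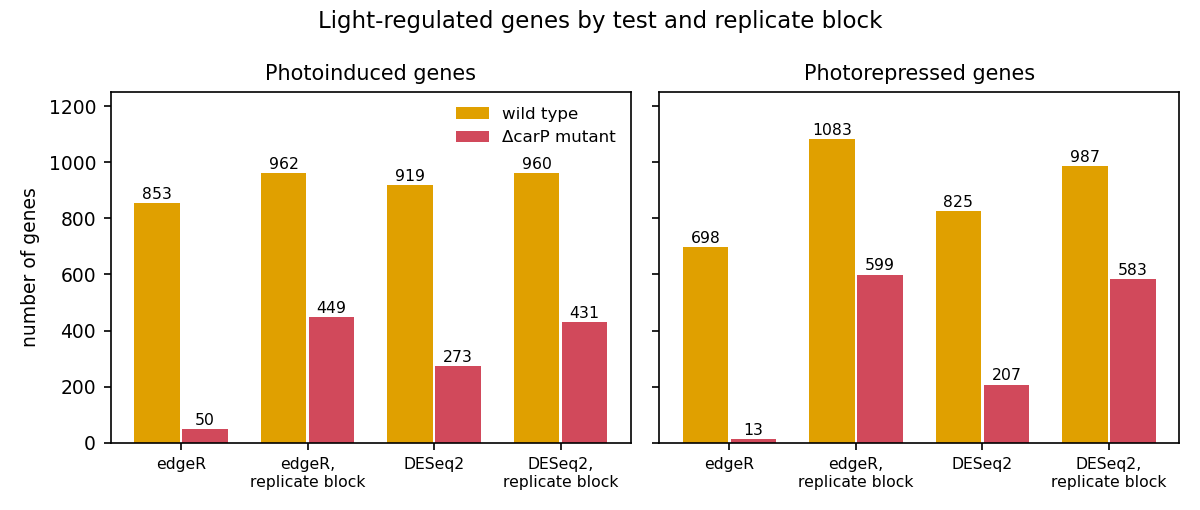
Numbers of photoinduced genes (left) and photorepressed genes (right) in the wild-type strain and the Δ*carP* mutant, each from 6 libraries, with edgeR or DESeq2 and with or without the replicate number as a block; the y axis gives the number of genes. In all 4 settings the mutant has fewer genes than the wild type, from 50 against 853 photoinduced genes with edgeR to 449 against 962 with edgeR and the block.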

In other words, about 75% of the transcripts that were upregulated by light in the wild-type strain, and about 81% of those that were downregulated, did not exhibit significant photoregulation in the Δ*carP* mutant. 

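Of the 853 genes photoinduced in the wild-type strain, 805 (94.4%, Wilson 95% interval 92.6 to 95.7) did not pass the threshold in the Δ*carP* mutant, and of the 698 photorepressed genes 685 did not (98.1%, 96.8 to 98.9). With the replicate block in both strains these shares were 60.3% and 57.2%, and with DESeq2 73.2% and 78.7%. A gene under the threshold in the mutant can still respond to light there. Among 1886 genes called in the wild type with the block and testable in the mutant, 1812 (96.1%) changed in the same direction in the mutant. Their median light effect on the log2 scale was 1.51 in the wild type and 0.96 in the mutant. Genes chosen on the wild-type libraries favour larger wild-type values. For the 1002 genes called in the mutant with the block, chosen on the mutant libraries, the median effect was 1.70 in the wild type and 1.37 in the mutant, and it was larger in the wild type for 684 genes (68.3%). By replicate number, the median log2 ratio of light to dark over the 853 photoinduced genes was 1.78, 1.84 and 1.67 in the wild type and 0.97, 0.62 and 0.98 in the mutant, with 0.5 added to each CPM value.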

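Compared with the wild-type strain, the Δ*carP* mutant had 1 upregulated and 1 downregulated gene in the dark, and 34 upregulated and 244 downregulated genes after illumination. At an unadjusted p under 0.05, 356 genes were higher and 320 lower in the mutant in the dark, and 550 were higher and 952 lower after illumination. Among the alternatives that were set in advance, DESeq2 moved these numbers most, to 74 upregulated and 44 downregulated genes in the dark and 158 and 395 after illumination. DESeq2 with the replicate block, chosen after the counts were seen, gave 99 and 90 in the dark and 201 and 463 after illumination. With 1 library left out in turn, the downregulated genes after illumination numbered between 101, without the second wild-type light replicate, and 271, without the second mutant light replicate. The same 2 omissions gave 2 and 56 upregulated genes. The gene upregulated in the dark was *FFUJ_10609*, annotated as related to a C4-dicarboxylate transport protein, with 5.48 ± 0.679 CPM (SD, n = 3) in the wild type and 52.3 ± 9.02 CPM in the mutant. Its log2 fold change was 3.26 (SE 0.20, adjusted p = 0.0303 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The downregulated gene was *carB*, *FFUJ_11803*, with a log2 fold change of -6.66 (SE 0.45) and the same adjusted p. Each of these 2 genes passed the threshold in 1 of the 6 fits that left out 1 library.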

Comparison of transcript levels between the Δ*carP* mutant and wild-type strain showed a greater number of differentially expressed genes after illumination than in the dark, with a greater abundance of downregulated genes in the mutant.

Differences are more clearly seen in graphical representations, such as volcano plots (Figure 1) or scatter plots (Supplementary Figure S1). Even though similar numbers of genes were upregulated and downregulated by light, the greatest changes in mRNA levels were observed mainly among the photoinducible genes. However, the larger effects disappeared in the Δ*carP* mutant (compare Figure 1a,b and Supplementary Figure S1a,b), especially for photoinduced genes. On the other hand, consistent with the data displayed in Table 1, comparisons between sets of wild-type strain and Δ*carP* mutant transcripts under the same conditions showed a higher impact of the *carP* mutation after illumination than in the dark (Figure 1c,d and Supplementary Figure S1c,d).

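By fitted values, the 3 largest rises among the light-regulated genes of the wild-type strain were those of *FFUJ_06628*, *carX* and *FFUJ_02302*. Their order is imprecise, as their dark libraries hold 3 counts or fewer; *carO*, with more dark counts, rose 1875-fold, above the limits that follow. *FFUJ_06628*, annotated as related to a NAD(P)H-dependent oxidoreductase, had 0 counts in each of the 3 dark libraries and 37.2 ± 11.6 CPM (SD, n = 3) after illumination, which makes it at least 297-fold higher. *carX* was at least 1037-fold higher. *FFUJ_02302*, related to a pentafunctional arom polypeptide, was at least 933-fold higher on average, with 20.4, 265 and 66.3 CPM in the 3 illuminated libraries. The largest falls by fitted values were smaller. *FFUJ_10216*, related to a G protein coupled receptor, was at least 14.6-fold lower and *FFUJ_00079*, related to a carbonic anhydrase precursor, at least 5.25-fold lower. *FFUJ_05118*, related to a chitinase, had a log2 fold change of -5.23 (SE 0.92, adjusted p = 0.00896 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 6 of these genes passed the threshold in each of the 6 fits that left out 1 library.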

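In the Δ*carP* mutant, the largest rise with light was that of *vvdA*, followed by *FFUJ_11877*, an uncharacterized protein, with a log2 fold change of 6.00 (SE 0.59, adjusted p = 0.0216, edgeR), and *FFUJ_10367*, related to a sensory transduction histidine kinase, with 6.00 (SE 0.38, adjusted p = 0.00948). The largest falls were those of *FFUJ_00058*, related to a tartrate transporter, with -3.24 (SE 0.39, adjusted p = 0.0357), and of the uncharacterized *FFUJ_13314*, with -3.21 (SE 0.25, adjusted p = 0.0129), and *FFUJ_14009*, with -2.63 (SE 0.26, adjusted p = 0.0216). When single libraries were left out, they passed the threshold in 4 of 6 fits at most, and *FFUJ_00058* in 0 of 6, while with the replicate block all of them passed. *FFUJ_06628* had 0 counts in all 6 mutant libraries. For *FFUJ_02302*, a single read was counted in 1 of the 6.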

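After illumination, *FFUJ_10609* was again higher in the Δ*carP* mutant, with a log2 fold change of 3.47 (SE 0.21, adjusted p = 0.00134, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest rises by fitted values were those of the uncharacterized *FFUJ_10514*, of *FFUJ_06773*, a probable rhamnogalacturonase A precursor, at least 7.90-fold higher in the mutant, and of *FFUJ_09996*, related to a UDP-galactopyranose mutase, with a log2 fold change of 4.66 (SE 0.75, adjusted p = 0.0311); the last 2 passed the threshold in 1 and 2 of the 6 fits that left out 1 library. The largest falls by fitted values were those of *carX*, of *FFUJ_10321*, a probable alcohol dehydrogenase homolog Bli-4, and of *FFUJ_06628*, in an order that the absence of counts in the mutant makes imprecise. *FFUJ_10321* had 109 ± 36.2 CPM (SD, n = 3) in the illuminated wild type and 0 counts in the 3 illuminated mutant libraries, at least 552-fold lower, and *FFUJ_06628* was at least 189-fold lower. *carO*, counted in the mutant, was 799-fold lower.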

Due to the effect of the *carP* deletion on the regulation of carotenoid synthesis, the points corresponding to the four genes of the *car* cluster: *carRA*, *carB*, *caX*, and *carO*, as well as those for the early gene *ggs1*, the late genes of the synthesis of neurosporaxanthin, *carT* and *carD*, and the regulatory gene *carS*, have been highlighted in Figure 1 and Supplementary Figure S1. In accordance with the former results [6], the Δ*carP* mutation not only decreases the response to light of the structural *car* genes, which is also patent in the comparisons between wild-type strain and Δ*carP* mutant under light, but also that of *ggs1*. This gene encodes geranylgeranyl diphosphate synthase, which performs the reaction prior to the synthesis of phytoene, the first carotene in the pathway (see Section 2.6). 

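The *car* cluster lies on chromosome XI, with *carX* (*FFUJ_11801*) from 1540260 to 1542395, *carRA* (*FFUJ_11802*) from 1543233 to 1545222, *carB* (*FFUJ_11803*) from 1545771 to 1547629 and *carO* (*FFUJ_11804*) from 1548342 to 1549523. In the wild-type strain, *carRA* rose from 19.2 ± 7.15 to 1229 ± 195 CPM (SD, n = 3) with light, a log2 fold change of 5.97 (SE 0.37, adjusted p = 2.40e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *carB* rose from 67.0 ± 25.1 to 3354 ± 319 CPM, and *carO* from 0.431 ± 0.264 to 784 ± 277 CPM. For *carX*, 2 reads were counted in the 3 dark libraries, and the level after light was 130 ± 58.2 CPM. After illumination the Δ*carP* mutant had 0 counts of *carX* in each library, at least 661-fold fewer, while the log2 fold changes of mutant against wild type were -8.75 for *carRA* (SE 1.30, adjusted p = 0.0230), -7.79 for *carB* (SE 1.17, adjusted p = 0.0231) and -9.64 for *carO* (SE 0.64, adjusted p = 0.00184). *carRA* and *carB* passed the threshold in 1 of the 6 fits that left out 1 library, *carX* and *carO* in all 6. In the mutant itself, *carB* rose with light from 0.660 ± 0.218 to 15.2 ± 12.3 CPM, with 1.19 CPM in the second replicate; its adjusted p was 0.166, and 0.00180 with the replicate block. For *ggs1* (*FFUJ_07352*, chromosome V, 1848203 to 1849459), the level rose from 78.5 ± 22.3 to 884 ± 206 CPM in the wild type and from 76.0 ± 15.6 to 118 ± 21.2 CPM in the mutant. Its log2 fold change of mutant against wild type after light was -2.91 (SE 0.26, adjusted p = 0.00376). The interaction of strain and light on the log2 scale was -2.85 for *ggs1* (SE 0.38, adjusted p = 0.00549) and -8.41 for *carO* (SE 1.08, adjusted p = 0.00545). It was -2.83 for *carRA* (SE 1.38, adjusted p = 0.990) and -1.12 for *carB* (SE 1.13, adjusted p = 1.000), and with a block for each replicate number within its strain their adjusted p-values were 0.0337 and 0.438. For *carX*, which had 0 counts in all 6 mutant libraries, edgeR could not estimate the interaction (-11.94, SE 19834). It is therefore not among the 111 genes with a negative interaction. DESeq2 gave -12.38 for *carX* (adjusted p = 6.21e-07), a value that also rests on the absence of counts. From the values of the structural genes and *ggs1*, the paper concludes that the mutation decreases their response to light.

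**Figure D2:**
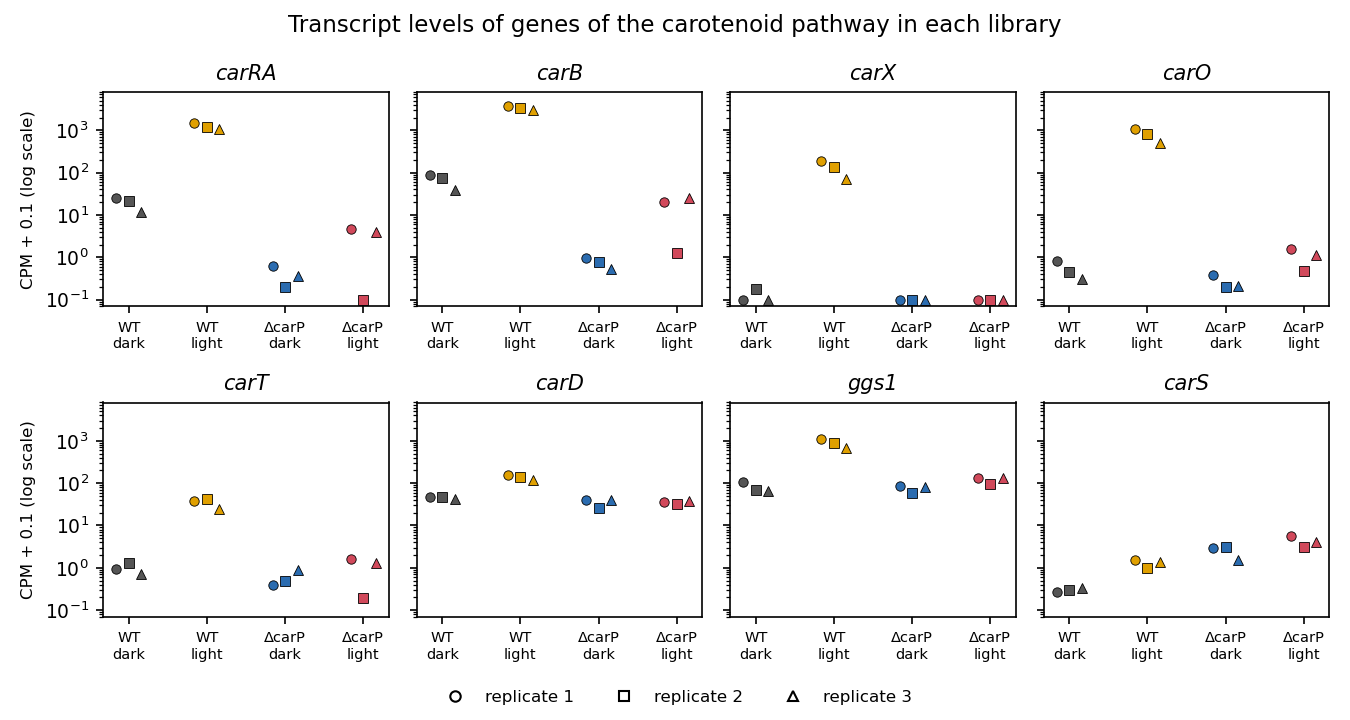
CPM of 7 carotenoid pathway genes and of *carS* in each of the 12 libraries, with 0.1 added and a log scale on the y axis; the x axis gives the 4 groups and the symbols the replicates. In the illuminated wild type *carRA*, *carB* and *carO* sit at means of 1229, 3354 and 784 CPM, and in the illuminated mutant no library exceeds 24.4 CPM for any of them.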

The *carS* gene, unlike the other genes already indicated, increases its mRNA levels in the Δ*carP* mutant both in the dark and after illumination, which confirms our previous observations [15].

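*carS* (*FFUJ_08714*) lies on chromosome VII from 1204913 to 1206703 on the plus strand. Few of its transcripts were counted, with between 3 and 8 reads per wild-type library in the dark. Its level was 0.202 ± 0.0361 CPM (SD, n = 3) in the wild type and 2.46 ± 0.864 CPM in the Δ*carP* mutant in the dark, and 1.23 ± 0.297 and 4.20 ± 1.36 CPM after illumination. All 3 mutant libraries lay above all 3 wild-type libraries in both conditions. The log2 fold change of mutant against wild type was 3.53 in the dark (SE 0.44, adjusted p = 0.197 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.76 after illumination (SE 0.35, adjusted p = 0.0634), so that neither passed the correction over all genes tested. Its unadjusted p-values from edgeR's quasi-likelihood test were 2.00e-04 and 0.00214. The paper refers to earlier observations of the same rise, so *carS* was not picked from these libraries. DESeq2 gave adjusted p-values of 1.13e-06 and 5.58e-04. Over all alternatives, the adjusted p-values ranged from 1.13e-06 to 1.00 in the dark and from 5.58e-04 to 0.288 after illumination. In the wild type *carS* rose with light, with a log2 fold change of 2.49 (SE 0.35, adjusted p = 0.00412).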

### 2.2. Genes Affected by Light in the Wild-Type Strain and in the ΔcarP Mutant

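Of the 50 genes photoinduced in the Δ*carP* mutant, 48 were also photoinduced in the wild-type strain (96.0%, Wilson 95% interval 86.5 to 98.9), and all 13 photorepressed genes were also photorepressed in the wild type (100%, 77.2 to 100). With the replicate block the corresponding numbers were 382 of 449 (85.1%) and 464 of 599 (77.5%). These comparisons share no library.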

Comparison of the lists of light-affected genes in the two strains showed that about 90% of the genes photoinduced in the Δ*carP* mutant were also photoinduced in the wild-type strain, a proportion that was also very high (*ca*. 83%) for photorepressed genes (Figure 2). 

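The categories in Supplementary Table S3 were found by the authors on these same libraries, so the levels of their genes are not independent evidence. The 26 genes that Table S3 lists under oxidative stress response as photoinduced in the wild type had a median log2 fold change with light of 1.94, and 25 of them passed the threshold. Its 5 genes of the catalase reaction had a median of 5.63, with 4 past the threshold, and its 12 genes of photoperception and response one of 2.83, with all 12 past it. In the Δ*carP* mutant, the medians of these 3 lists were 0.92, 1.10 and 0.63, over the 25, 4 and 11 genes that could be tested.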

As expected from previous analyses under similar conditions [13], genes induced by light in the wild-type strain were involved in very different physiological processes, including some related to stress. However, the functional categories that were found relevant in genes that exhibited photoinduction in the Δ*carP* mutant were enriched for activities related to signaling pathways. 

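For the lists that Supplementary Table S3 gives for photoinduction in the Δ*carP* mutant, all testable genes rose with light in both strains. The 15 genes of cellular signalling had a median log2 fold change of 1.66 in the mutant and 2.03 in the wild type, and the 8 genes of transmembrane signal transduction, 7 of them testable in the mutant, had medians of 1.58 and 1.98. For the 9 genes of osmosensing and response the medians were 1.58 and 1.65. Of these lists, 7, 3 and 4 genes passed the threshold in the mutant, and 13, 6 and 7 in the wild type.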

Functional assignations were less clear among the photorepressed genes in the wild-type strain, some of them related to cell differentiation, virulence, and secondary metabolism (Supplementary Figure S2), and no significant functional groups were identified among the photorepressed genes in the Δ*carP* mutant.

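Among the photorepressed genes of the wild-type strain, Table S3 lists 54 under fungal and other eukaryotic cell type differentiation, 30 under virulence and disease factors and 134 under secondary metabolism. Their median log2 fold changes with light were -1.35, -1.36 and -1.52 in the wild type, and those of the first 2 lists -0.94 and -0.94 in the Δ*carP* mutant. All testable genes of these lists fell in the wild type, and in the mutant 1 of 118 testable genes of secondary metabolism rose while all others fell. The threshold was passed by 40, 19 and 99 genes in the wild type and by 1, 1 and 3 in the mutant.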

### 2.3. Genes Differentially Expressed in the ΔcarP Mutant Compared to the Wild-Type Strain

As mentioned above, illumination caused an increase in the number of differentially expressed genes in the Δ*carP* mutant compared to the wild-type strain. 

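The 1 gene upregulated in the Δ*carP* mutant in the dark, *FFUJ_10609*, was also upregulated after illumination, and the 1 downregulated gene, *carB*, was also downregulated. With so few genes the shares are not informative, and the 95% interval of each reaches down to 20.7%. With DESeq2, 48 of 74 genes upregulated in the dark were also upregulated after illumination, and 24 of 44 downregulated genes were also downregulated. Dark and light libraries that share a replicate number deviate together, so differences between cultures can recur in both comparisons and add to this overlap.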

More than half of the genes upregulated or downregulated in the mutant in darkness were also upregulated or downregulated after illumination (Figure 3a). Analysis of the enriched GO categories found those for carotenoid metabolism among the downregulated ones, but only in the dark because of differences in statical relevance due to the large differences in gene numbers (Supplementary Figure S3). 

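The carotenoid category of Supplementary Table S3 for the comparison in the dark holds *carRA* and *carB*. In the dark, *carRA* stood at 0.296 ± 0.213 CPM (SD, n = 3) in the Δ*carP* mutant, where between 1 and 9 reads per library were counted. Its log2 fold change was -5.91 (SE 0.57), with an adjusted p of 0.121 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; over all alternatives the adjusted p ranged from 8.57e-20, with DESeq2, to 1.00.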

Interestingly, a high proportion of the genes downregulated in the Δ*carP* mutant under light were upregulated by light in the wild-type strain under the same conditions (Figure 3b), indicating that *carP* is needed for adequate photoinduction of a large collection of genes.

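Of the 244 genes downregulated in the Δ*carP* mutant after illumination, 221 were photoinduced in the wild-type strain (90.6%, Wilson 95% interval 86.3 to 93.6), and with DESeq2 317 of 395 were (80.3%). Both comparisons use the 3 illuminated wild-type libraries, so that chance deviations in these alone could produce an overlap. Of the 853 photoinduced genes, those tested were lower in the mutant after illumination in 80.3% of cases, with a median log2 fold change of -0.77. In 50 simulations of an unchanged mutant, the wild-type libraries were drawn anew as well, and at most 1 gene was downregulated. The median of the photoinduced genes lay between -0.089 and -0.035, and between 55.1% and 61.2% of them were lower. All groups had the wild-type spread and each gene was drawn independently, without culture differences that many genes share. The illuminated libraries had a common coefficient of variation of 0.391 in the mutant and 0.256 in the wild type. The simulated ranges can therefore be too narrow. From this overlap, the paper concludes that *carP* is needed for adequate photoinduction of a large collection of genes.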

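In the dark or after illumination, 278 genes differed between the Δ*carP* mutant and the wild-type strain with edgeR, and 598 with DESeq2. The clusters of Supplementary Table S2, which were formed on these same 12 libraries, list 590 genes, of which 589 were found among the annotated genes.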

To obtain information on the possible functions of the genes influenced by *carP*, we carried out a hierarchical heatmap according to the mRNA levels of the 591 genes that exhibited a change with respect to the wild-type strain in at least one of the two conditions tested (Figure 4). 

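Over the genes of clusters I and II that could be tested in both conditions, 130 of 131 and 17 of 17 were higher in the Δ*carP* mutant than in the wild-type strain both in the dark and after illumination. Lower levels in both conditions were seen for 207 of 291 genes of cluster III, 44 of 44 of cluster IV and 16 of 18 of cluster V.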

The tree is separated into two main branches, which correspond to genes that were upregulated or downregulated in the Δ*carP* mutant relative to the wild-type strain. For a more specific analysis, a discrimination threshold was arbitrarily chosen (red dotted line in the figure) to distinguish five clusters, two corresponding to upregulated genes (I-II) and three to downregulated genes (III-V). The lists of genes in each cluster are described in Supplementary Table S2.

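The genes of cluster I had a median log2 fold change with light of -1.08 in the wild-type strain, where 115 of the 125 testable genes fell and 45 of them passed the threshold. In the Δ*carP* mutant, 121 of 145 genes fell with light, with a median of -0.58 and 0 genes past the threshold.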

Cluster I consists of 145 genes that, in most cases, are downregulated by light in the wild-type strain. 

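Compared with the wild-type strain, the median log2 fold change of cluster I in the Δ*carP* mutant was 1.42 in the dark and 1.75 after illumination. It was positive for 141 of 142 testable genes in the dark, 1 of them past the threshold, and for 133 of 133 after illumination, 30 of them past it.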

Although their expression patterns were quite diverse, they all showed higher transcript levels in the Δ*carP* mutant either in the dark or after illumination, and in many cases photorepression was preserved. GO enrichment analysis only found as significant 26 genes belonging to the category “C-compound and carbohydrate metabolism” (Supplementary Table S3). On the other hand, Cluster II includes only 19 genes with a predominance of photoinduction in the wild-type strain, which, like those of cluster I, are upregulated in the Δ*carP* mutant. 

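In the wild-type strain 16 of 17 testable genes of cluster II rose with light, with a median log2 fold change of 0.99, and 5 passed the threshold. All 17 genes testable in the dark and all 18 testable after illumination were higher in the Δ*carP* mutant, with medians of 1.82 and 1.51. Of these, 4 passed the threshold after illumination and 0 in the dark.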

Six of the genes were found to be involved in “sugar, glucoside, polyol, and carboxylate anabolism”. Therefore, all genes in clusters I and II with significant associations with GO categories were related to metabolism.

Cluster III is the major class, covering 357 genes induced by light in the wild-type strain and downregulated in the Δ*carP* mutant. This group included genes associated with nine GO categories (Figure 4), corresponding to very diverse functions. 

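All 347 testable genes of cluster III rose with light in the wild-type strain, 314 of them past the threshold. Their median log2 fold change was 2.83, and 2.81 with the 18 genes at or under 3 counts in a group set to their limit. The median in the Δ*carP* mutant was 0.54 over 290 testable genes. Mutant against wild type, it was -0.18 in the dark and -2.05 after illumination, where all 346 testable genes were lower and 233 passed the threshold. The interaction of strain and light was negative for 346 of 348 genes of this cluster and passed the threshold for 109. The cluster was formed on these libraries, so this is not independent evidence.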

The genes for carotenoid biosynthesis, which are known to be repressed in the Δ*carP* mutant [15], and other genes regulated by CarS (see Section 2.6), belong to this category.

Clusters IV and V include genes that were downregulated in the Δ*carP* mutant, but in this case, they were only moderately affected by light (cluster IV) or clearly downregulated (cluster V) in the wild-type strain. 

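Light had a median log2 effect of 0.03 on the 47 testable genes of cluster IV in the wild-type strain, with 26 genes rising and 21 falling, and of -1.52 on the 20 genes of cluster V, all of which fell. Mutant against wild type, the medians were -1.20 in the dark and -1.60 after illumination for cluster IV, and -1.19 and -0.95 for cluster V. After illumination 8 genes of cluster IV and 2 of cluster V passed the threshold.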

No significant GO categories were found in the 49 genes of cluster IV, which included the genes for the nitrate reductase NiaD (*FFUJ_12277*, repressed about 10-fold in the Δ*carP* mutant), and the probable nitrate transport protein CrnA (*FFUJ_00934*, repressed about 5-fold). On the other hand, the 20 genes of cluster V included 4 genes associated with the GO category “polysaccharide metabolism”.

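*niaD* lies on chromosome VIII from 1516701 to 1519481 and *crnA* on chromosome I from 3766795 to 3768471. In the wild-type strain in the dark, *niaD* had 144, 2808 and 2126 CPM in replicates 1 to 3, and 97.6, 1500 and 1024 CPM after illumination. The Δ*carP* mutant had 101, 303 and 92.3 CPM in the dark and 84.1, 135 and 81.4 CPM after illumination, so that the first wild-type replicate lay within or near the range of the mutant. For *crnA* the wild type had 493, 3216 and 2348 CPM in the dark and 269, 1824 and 1347 CPM after illumination, and the mutant between 313 and 425 CPM in the dark and between 230 and 329 CPM after illumination. The log2 fold changes of mutant against wild type for *niaD* were -3.36 in the dark (SE 1.14, adjusted p = 0.779, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -3.13 after illumination (SE 0.92, adjusted p = 0.189). Those of *crnA* were -2.49 (SE 0.69, adjusted p = 0.684) and -2.11 (SE 0.66, adjusted p = 0.217). None of these passed the correction over all genes tested with edgeR. Adjusted over the list of these 2 genes alone, both passed the threshold in each condition. The authors named these 2 genes on these same libraries, so this narrower adjustment is not independent evidence. With DESeq2 all 4 values passed over all genes tested, with adjusted p-values of 0.0477 and 0.00307 for *niaD* and 0.0168 and 0.0193 for *crnA*. Over all alternatives the highest adjusted p was 1.00 in the dark for both genes.

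**Figure D3:**
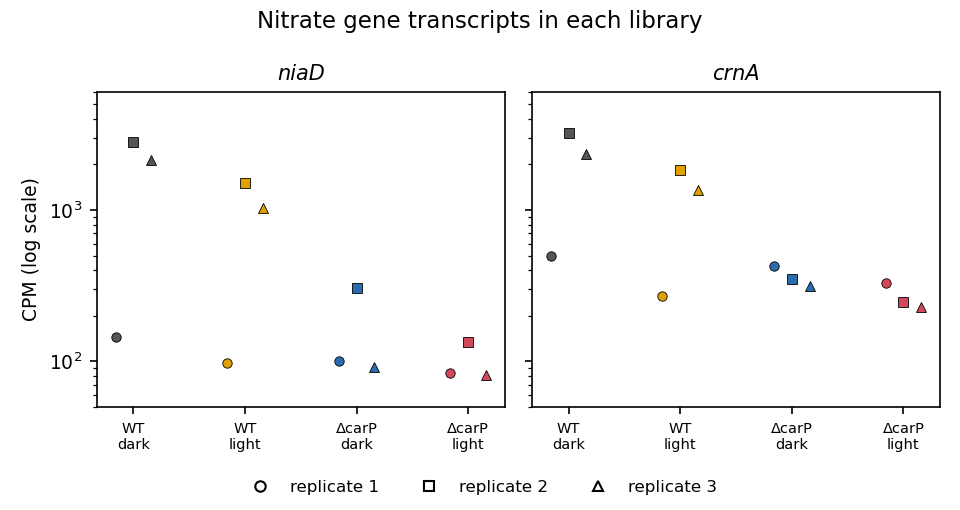
CPM of *niaD* (left) and *crnA* (right) in each of the 12 libraries on a log scale; the x axis gives the 4 groups and the symbols the replicates. The first wild-type replicate, with 144 and 97.6 CPM of *niaD*, sits apart from the other two and beside the mutant libraries.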

### 2.4. Reintegration of carP in a ΔcarP Mutant

In a recent work, the albino phenotype of the Δ*carP* mutant was described [15]. To confirm that this trait is due to a lack of *carP*, we reintroduced the wild-type *carP* gene into a Δ*carP* mutant. In *F. fujikuroi* transformation experiments, plasmids containing homologous sequences are typically integrated into the genome by homologous recombination at the native site or by heterologous recombination at random locations in the genome. Since the mechanism of action of *carP* is unknown, analysis of both types of transformants could provide valuable information on whether *carP* RNA acts in *cis* or in *trans*. Therefore, we constructed a transformation vector, pRS246carPneo, which contains the native *carP* sequence (including its presumptive promoter and terminator sequences) and a G418 resistance cassette (*neoR*). pRS246carPneo was sequenced to ensure the integrity of the *carP* sequence, and only a change was detected, the loss of a cytidine close to a C-rich segment, at −166 bp upstream from the *carP* transcription initiation (marked in Supplementary Figure S4), which was not expected to affect *carP* function.

Protoplasts of the Δ*carP* mutant SG268 were incubated with linearized pRS246carPneo plasmid and G418-resistant colonies were selected, resulting in the isolation of 32 presumptive transformants. Ten of them were genetically purified by growth of uninucleate microconidia in three successive steps and analyzed by PCR with different primer combinations to check the presence of the *carP* gene (Figure 5a and Supplementary Figure S4a). All G418 resistant transformants were confirmed to contain the *carP* sequence. However, the integration occurred in the native *carP* locus in only two of them, T3 and T18, as indicated by the expected PCR amplification between the *carP* and *carS* sequences from their genomic DNA samples (Figure 5b and Supplementary Figure S4b). This result was confirmed in a Southern-blot hybridization, in which the bands corresponding to the integration of the plasmid by homologous integration upstream of *carS* were only found in T3 and T18, but not in other representative transformants (Supplementary Figure S4c). The combined data from Southern-blot hybridization and PCR amplification with the appropriate probe and primers strongly support integration of *carP* upstream to *carS* at the same distance as in the wild-type strain, in T3, and in T18. However, the Southern blot also showed other hybridizing bands in T3 and T18, indicating additional ectopic plasmid integrations. Transformants T3 and T18, along with T2 and T21, used as controls for lack of *carS*-linked *carP* integrations, were used to perform detailed phenotypic analyses.

### 2.5. Phenotypic Characterization of Transformants Expressing carP in a ΔcarP Mutant

No differences in growth or morphology were noted between the colonies of the transformants and the parental strain. However, the T3 and T18 strains showed an orange pigmentation, clearly distinguishable from the albino phenotype exhibited by all other transformants, of which T2 and T21 are representative examples (Figure 6a). Carotenoid analyses confirmed the visual phenotype of the mycelium, with increased levels of carotenoids only in T3 and T18 compared to other transformants or the original SG268 Δ*carP* mutant (Figure 6b). However, there were differences in the carotenoid content between T3, T18, and the wild-type strain. While the carotenoid production by T3 resembled that of the wild-type strain in the dark, it only accumulated a third of its carotenoid content in the light. In contrast, T18 exhibited a different pattern of carotenoid accumulation: its levels were like those of the wild-type strain under light, but were much higher in the dark, similar to those by the same strain under illumination. Regardless of these differences, presumably due to side effects of *carP* expression at other integration sites or differences in *carP* transcription in the native locus, it is noteworthy that the ability to produce carotenoids was only recovered when *carP* was integrated into its own genomic location. The fact that *carP* must be upstream of *carS* to exert its regulatory role in carotenogenesis suggests that this lncRNA is a *cis*-acting regulatory element.

The mRNA levels of the structural *carB* gene, and the regulatory genes, *carS* and *carP*, were analyzed in the wild-type strain and the four transformants described above (Figure 6c). The *carB* mRNA levels matched the carotenoid content of the different strains. Thus, the *carB* transcript was found in lower amounts in the T2 and T21 transformants than in the wild-type strain, and the levels were like those found in the original SG268 mutant. However, in T3 and T18 the *carB* mRNA levels were as high after illumination as those of the wild-type strain, and in the case of T18, even higher in the dark, correlating with the high content of carotenoids under these conditions.

As expected from the integration of plasmid pRS246carPneo, *carP* expression was restored in all four transformants, regardless of the genomic location. However, all strains contained a higher content of *carP* RNA, consistent with the presence of more than one integrated copy, as indicated by the additional bands observed in the Southern blot (Supplementary Figure S4c). As observed in the wild-type strain, *carP* transcript levels were appreciably higher in the dark than after illumination in all transformants.

The mRNA levels of *carS* gene showed a 5- to 10-fold increase after illumination compared to dark controls in all strains tested, a result consistent with former observations for *carS* regulation [13]. Regardless of the effect of light, the amount of *carS* mRNA was markedly higher in all transformants, including the *carP* mutant SG268, compared to those of the wild-type strain. The lower *carS* mRNA levels seemed apparent in transformants T3 and T18 compared to T2, T21, and SG268, in the dark, although the amounts were still clearly above those of the wild-type strain. Considering the high carotenoid content of T18, the high mRNA levels of *carS* in T18 in the dark in relation to the wild-type strain suggest a post-transcriptional regulation that remains to be elucidated.

### 2.6. Relation of the Effects of carP and carS Mutations

In the *carP* complementation experiments, the carotenoid-producing phenotype was only recovered when the wild-type *carP* gene was integrated at its own genomic location, suggesting that *carP* modulates *carS* expression via a *cis*-acting mechanism. A recent study of the effect of the *carS* mutation on the transcriptome showed that CarS influences the expression of a large set of genes [13]. This hypothesizes that the effects of *carP* deletion in the transcriptome could be due to its influence on *carS* expression. To test this hypothesis, we compared the sets of genes affected by both mutations using the same 2x differential expression threshold. The numbers of affected genes differed appreciably in both cases (upper Venn diagrams in Figure 7): loss of *carS* function resulted in the upregulation of 424 genes, compared to 170 in the case of the loss of *carP*, and the downregulation of 330, compared to 423 in the case of *carP*. 

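Counting genes that passed the threshold in the dark or after illumination, DESeq2 found 184 upregulated and 415 downregulated genes in the Δ*carP* mutant, with 1 gene in both sets, and edgeR 34 and 244.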

Interestingly, the number of genes upregulated in the *carS* mutant (424) and downregulated in the *carP* mutant (423) was very similar, and about half of them coincided. However, the proportion of matches was much lower in the opposite combination (upregulated in Δ*carP* vs. downregulated in *carS^−^*). In contrast, the overlap between the affected genes in both strains was basically non-existent if the effects of the mutation were the same (bottom Venn diagrams in Figure 7).

The *carS* gene product downregulates the expression of all genes involved in NX and retinal biosynthesis in *F. fujikuroi* (Figure 8a). 

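All 7 genes *carRA*, *carB*, *carX*, *carO*, *carT*, *carD* and *ggs1* passed the threshold for upregulation by light in the wild-type strain, over all genes tested and adjusted over the list alone. Their log2 fold changes lay between 1.57, for *carD*, and 11.94, for *carX*, a fitted value that the near absence of dark counts makes imprecise. *carT* rose by 5.23 (SE 0.34, adjusted p = 2.83e-04, edgeR). In the Δ*carP* mutant, 4 of the 7 could be tested. Over all genes tested 0 passed, and adjusted over the list alone 1 did, *carB*.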

All these genes, as well as the rhodopsin *carO* gene, are also upregulated by light (genes and enzymes indicated in red in the figure). Comparison of the effects of *carS* and *carP* mutations showed opposite effects in these genes, with a clear downregulation for all of them in the absence of *carP*. Such an effect was particularly strong in the case of the genes of the *car* cluster, which includes the *carO* gene. 

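After illumination all 7 genes were downregulated in the Δ*carP* mutant against the wild-type strain, over all genes tested and adjusted over the list alone. *carT* (*FFUJ_07962*) had 34.3 ± 8.52 CPM (SD, n = 3) in the wild type and 0.955 ± 0.766 CPM in the mutant, a log2 fold change of -5.10 (SE 0.69, adjusted p = 0.0175 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), past the threshold in 1 of the 6 fits that left out 1 library. *carD* (*FFUJ_07503*) had 138 ± 20.7 and 34.9 ± 2.56 CPM (adjusted p = 0.00249). In the dark, 5 of the genes could be tested and all 5 fitted changes were negative; 1 passed over all genes tested and 2 adjusted over the list alone. The interaction of strain and light was -1.62 for *carD* (SE 0.25, adjusted p = 0.0115) and -4.30 for *carT* (SE 0.92, adjusted p = 0.0716). With a block for each replicate number within its strain, the adjusted p of *carT* was 0.00309.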

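For each of the 4 genes of the *car* cluster, the lowest of the 3 illuminated wild-type libraries exceeded the highest of the 3 illuminated mutant libraries, or its limit of 3 counts. The ratio was 232 for *carRA*, 126 for *carB*, 253 for *carX* and 333 for *carO*.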

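For *hmgR* (*FFUJ_04000*), *mek* (*FFUJ_13078*), *idi* (*FFUJ_04783*) and *fps* (*FFUJ_03086*), the log2 fold changes of Δ*carP* mutant against wild type after illumination were 0.43 (SE 0.60), 0.40 (SE 0.49), 0.08 (SE 0.18) and 0.16 (SE 0.39). None passed the threshold, and each sign changed when 1 library was left out. Without the second mutant replicate, the values were -0.56 for *hmgR*, -0.04 for *idi* and -0.23 for *fps*, and without the first that of *mek* was -0.24. With light in the wild-type strain, *fps* fell by 1.51 (SE 0.23, adjusted p = 0.00514, edgeR) and *idi* by 1.14 (SE 0.11, adjusted p = 0.00104) on the log2 scale.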

Only slight effects were appreciated for genes corresponding to the first steps of terpenoid biosynthesis, from HMG-CoA to FPP, shared with sterol synthesis. 

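*carY* (*FFUJ_00634*) had 87.7 ± 35.2 CPM (SD, n = 3) in the wild-type strain and 146 ± 109 CPM in the Δ*carP* mutant in the dark, and 37.6 ± 3.67 and 41.3 ± 14.3 CPM after illumination. The log2 fold changes of mutant against wild type were 0.73 in the dark (SE 0.59, adjusted p = 0.877 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.12 after illumination (SE 0.27, adjusted p = 0.880). The groups overlapped in both conditions, and without the first mutant replicate the values were -0.02 and -0.06. With light, *carY* fell by 1.26 in the wild type (SE 0.27, adjusted p = 0.0171), past the threshold in 2 of the 6 fits that left out 1 library.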

Interestingly, the *carY* gene, presumably involved in retinoic acid production from retinal [16], exhibited the opposite pattern, but the effect was less pronounced.

Due to the relation of *carP* to photoregulated genes, the effects of the *carS* and *carP* mutations on the mRNAs of genes encoding photoreceptors were also investigated and compared with equivalent data from RNA-seq analyses of the *carS* mutant (Figure 8b). Furthermore, the gene for the orthologous protein to Frq of *N. crassa*, involved in circadian rhythmicity, was also included in this analysis due to its connections with light regulation in other fungi [18]. The heatmaps showed that the genes encoding the DASH cryptochrome CryD, the photolyase Phr, the flavoprotein VvdA, and the recently identified putative phototropin Phot1 [17], were strongly induced by light. However, such inductions were not affected by *carP* lncRNA, and they were not essentially affected by CarS either. However, the gene for the cryptochrome CryP, and to a lesser extent also the gene for the rhodopsin OpsA, were downregulated in the *carP* mutant. 

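In the wild-type strain, the log2 fold changes with light were 5.95 for *cryD* (*FFUJ_05732*, SE 0.18), 5.04 for *phr* (*FFUJ_00436*, SE 0.16), 7.11 for *vvdA* (*FFUJ_06055*, SE 0.30) and 5.04 for *phot1* (*FFUJ_11713*, SE 0.37), with adjusted p-values between 7.10e-05 and 3.91e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *cryD* rose from 5.77 ± 0.160 to 367 ± 61.0 CPM (SD, n = 3) and *vvdA* from 3.30 ± 0.436 to 469 ± 124 CPM. Each of the 4 passed the threshold in all 6 fits that left out 1 library.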

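In the Δ*carP* mutant, the log2 fold changes with light were 5.17 for *cryD* (SE 0.27), 4.39 for *phr* (SE 0.31), 7.18 for *vvdA* (SE 0.32) and 5.04 for *phot1* (SE 0.33), with adjusted p-values between 0.00537 and 0.00948 (edgeR). The difference between the strains, tested as an interaction, was 0.06 for *vvdA* (SE 0.34) and 0.01 for *phot1* (SE 0.48), with ranges from -0.15 to 0.21 and from -0.40 to 0.23 when 1 library was left out. It was -0.79 for *cryD* (SE 0.27, adjusted p = 0.446) and -0.67 for *phr* (SE 0.33, adjusted p = 0.990). Adjusted over the list alone, the p of *cryD* was 0.0466, but the difference was smaller than 2-fold. Mutant against wild type after illumination, *cryD* had a log2 fold change of -0.88 (SE 0.24, adjusted p = 0.150) and *phr* one of -0.98 (SE 0.20, adjusted p = 0.0687).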

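*cryP* (*FFUJ_03105*) had 141 ± 12.7 CPM (SD, n = 3) in the illuminated wild type and 5.83 ± 1.39 CPM in the illuminated Δ*carP* mutant, a log2 fold change of -4.61 (SE 0.22, adjusted p = 8.50e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the dark it had 9.94 ± 1.88 and 4.25 ± 1.12 CPM, a log2 fold change of -1.22 (SE 0.26, adjusted p = 0.603; 0.00459 with DESeq2). With light, *cryP* rose by 3.80 on the log2 scale in the wild type (SE 0.17) and by 0.44 in the mutant (SE 0.31, adjusted p = 0.639), an interaction of -3.38 (SE 0.32, adjusted p = 0.00117). *opsA* (*FFUJ_02352*) had 1144 ± 39.2 CPM in the illuminated wild type and 309 ± 89.9 CPM in the illuminated mutant, a log2 fold change of -1.90 (SE 0.27, adjusted p = 0.0194), past the threshold in 1 of the 6 fits that left out 1 library. It rose with light by 2.45 in the wild type (SE 0.14) and by 1.03 in the mutant (SE 0.35, adjusted p = 0.288), and with the replicate block the rise in the mutant had an adjusted p of 6.24e-04. The interaction for *opsA* was -1.45 (SE 0.40, adjusted p = 0.211), 0.0209 adjusted over the list alone, and 1.95e-04 over all genes with a block for each replicate number within its strain.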

The *carS* mutation produced the opposite effect in *cryP* mRNA levels, but not in those of *opsA*, for which a similar downregulation was also observed in the *carS* mutant. Therefore, the alteration in *cryP* mRNA levels in the Δ*carP* mutant could be a cascade effect of the role of *carP* in *carS* regulation. No clear patterns of change were found in the other genes investigated, those for the white-collar proteins WcoA and WcoB, the phytochrome Phy, and the putative clock protein Frq.

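After illumination, the log2 fold changes of Δ*carP* mutant against wild type were 0.60 for *wcoA* (SE 0.26), 1.13 for *wcoB* (SE 0.48), -0.03 for *phy* (SE 0.14) and 0.64 for *frq* (SE 0.28), with adjusted p-values between 0.367 and 0.960 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With 1 library left out, that of *phy* lay between -0.09 and 0.02. In the wild-type strain, light lowered *wcoB* (log2 fold change -1.31, SE 0.11, adjusted p = 6.35e-04) and raised *frq* (1.03, SE 0.19, adjusted p = 0.0110) and *phy* (0.66, SE 0.12, adjusted p = 0.00962). In the mutant the changes were -1.06 for *wcoB* (SE 0.69), 1.19 for *frq* (SE 0.37) and 0.79 for *phy* (SE 0.14), not past the threshold. With the replicate block *wcoB* and *frq* passed it in the mutant, with adjusted p-values of 5.43e-04 and 5.76e-04.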

Interestingly, the comparison of our RNA-seq data with those previously available on the influence of the *carS* mutation in the transcriptome shows the existence of genes that were clearly affected by the *carP* deletion but in which the *carS* mutation had no important influence. Examples were mostly found in the case of genes upregulated in the Δ*carP* mutant (Figure 9). Among them, there were several genes of unknown function with a sharp increase in their mRNA levels in the absence of *carP*, either in the dark or after illumination, while there were no apparent changes in the *carS* mutants. 

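The 9 genes of Figure 9 were chosen by the authors on these libraries, so their values are not independent evidence. All 9 had higher fitted levels in the Δ*carP* mutant than in the wild-type strain in both conditions, with log2 fold changes between 2.73 and 7.64 in the dark and between 2.68 and 7.24 after illumination. In the dark 0 of them passed the threshold over all genes tested, and after illumination 5 did; adjusted over the list alone, all 9 did in each condition. The largest rise was that of the uncharacterized *FFUJ_10514*, from 0.439 ± 0.349 to 95.3 ± 56.2 CPM (SD, n = 3) in the dark and from 0.386 ± 0.0763 to 59.1 ± 42.6 CPM after illumination (log2 fold change 7.24, SE 0.69, adjusted p = 0.00460 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *FFUJ_08713* is the neighbour of *carS*: it lies on the minus strand of chromosome VII from 1207282 to 1209743, 579 bp beyond the end of *carS*. It rose from 1.79 ± 0.379 to 27.4 ± 14.3 CPM in the dark (log2 fold change 3.93, SE 0.48, adjusted p = 0.175) and from 1.12 ± 0.420 to 18.8 ± 9.50 CPM after illumination (4.05, SE 0.55, adjusted p = 0.0180), past the threshold in 2 of the 6 fits that left out 1 library. Of the 10 genes on each side of *carS*, it was the only one past the threshold. *FFUJ_11554* also passed it after illumination (log2 fold change 3.69, SE 0.57, adjusted p = 0.0262). For *FFUJ_09084*, *FFUJ_03543* and *FFUJ_03607* the log2 fold changes after illumination were 3.95, 2.68 and 2.92, with adjusted p-values between 0.0701 and 0.149.

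**Figure D4:**
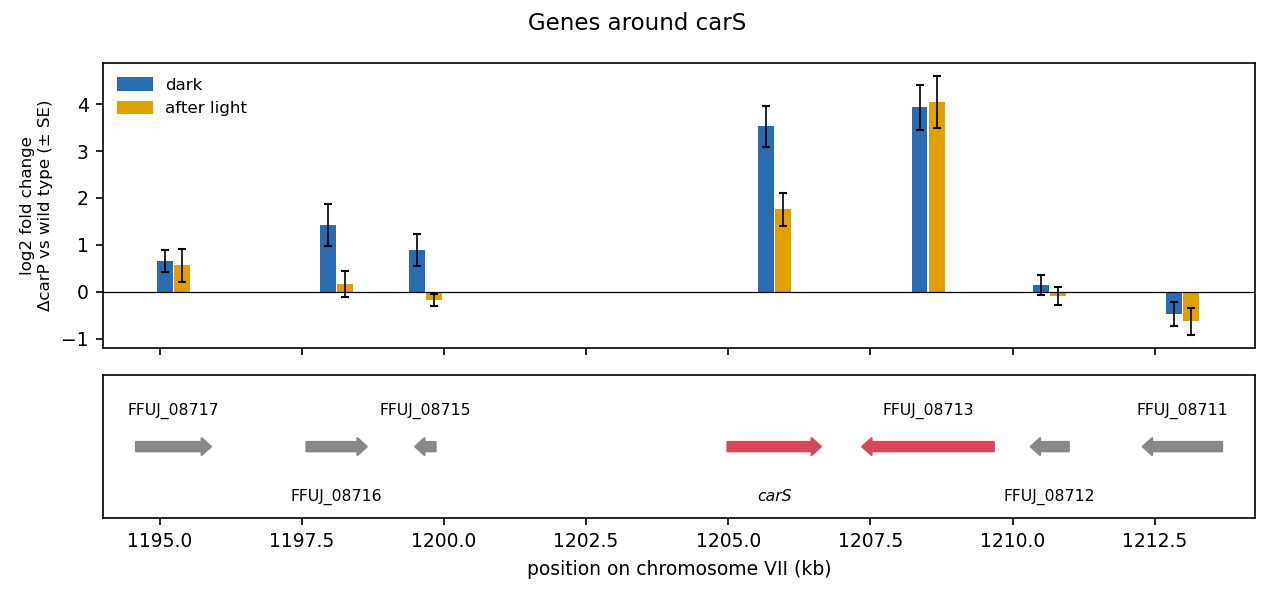
Log2 fold change of Δ*carP* mutant against wild type, in the dark and after light, for *carS* and 6 neighbouring genes (top, bars with SE from 6 libraries each), above their positions in kb and directions on chromosome VII (bottom). *carS* and *FFUJ_08713* are raised in both conditions, by 3.53 and 3.93 in the dark, and *FFUJ_08712* beyond them by 0.15. On the other side of *carS*, the dark values are 0.89 for *FFUJ_08715*, 1.43 for *FFUJ_08716* and 0.66 for *FFUJ_08717*, none past the threshold. After light these are -0.17, 0.17 and 0.56.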

Although with not so strong effects, a similar result was obtained for some photorepressed genes, such as those for a protein related to a class I-alpha-mannosidase 1B (*FFUJ_09184*), major facilitator MirA (*FFUJ_05746*), or a cutinase I precursor (*FFUJ_10428)*.

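*FFUJ_09184* rose from 0.763 ± 0.293 CPM (SD, n = 3) in the illuminated wild type to 19.8 ± 19.3 CPM in the illuminated Δ*carP* mutant, a log2 fold change of 4.66 (SE 0.85, adjusted p = 0.0457 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), past the threshold in 1 of the 6 fits that left out 1 library. The corresponding values were 3.77 for *FFUJ_05746* (SE 0.53, adjusted p = 0.0192) and 3.04 for *FFUJ_10428* (SE 0.97, adjusted p = 0.223). In the dark, the log2 fold changes were 2.91, 2.92 and 2.92, with adjusted p-values of 0.722, 0.263 and 0.705. With light in the wild-type strain, *FFUJ_09184* had a log2 fold change of -3.16 (SE 0.68, adjusted p = 0.0180), *FFUJ_05746* one of -1.52 (SE 0.52, adjusted p = 0.0729) and *FFUJ_10428* one of -1.72 (SE 0.60, adjusted p = 0.0784). With the replicate block, the last 2 passed the threshold with adjusted p-values of 0.00271 and 0.00592.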

## 3. Discussion

In a previous study, the existence of the *carP* gene was demonstrated in *F. fujikuroi* [15], which determines a lncRNA that exerts its function as an independent transcript upstream of the *carS* gene, which encodes a carotenogenesis repressor protein. The loss of *carP* results in a lack of pigmentation due to a drastic reduction in the synthesis of carotenoids and the expression of their structural genes, indicating a regulatory role in this biosynthetic pathway. It has recently been shown that enhanced *carS* transcription obtained by expressing promoter-engineered versions of *carS* also leads to an albino phenotype [19]. This result, together with the overproducing phenotype resulting from loss of *carS* function [12], indicates that *carS* expression is finely tuned in *F. fujikuroi* to allow an adequate response of carotenoid synthesis in response to light. An obvious hypothesis for the albino phenotype of the Δ*carP* mutant is that it is due to enhanced levels of *carS* mRNA, and that in the wild-type strain *carP* exerts a negative regulatory action on the downstream *carS* gene.

The reintroduction of the *carP* sequence in the *ΔcarP* mutant has provided valuable information on its possible mechanism of action. Despite the varying behavior of the analyzed transformants, presumably due to differences in the expression of *carP* in the different genomic integrations, carotenoid production was only recovered in the transformants in which the *carP* gene was introduced in its native site. The rest of the transformants were albinos even though they were able to transcribe *carP*, strongly supporting *carP* as a *cis-*regulatory element that acts on *carS* expression. The results are consistent with the higher levels of *carS* mRNA observed in the Δ*carP* mutant and in the ectopic transformants T2 and T21, which resemble the *carS* overexpression obtained with the use of a stronger promoter [20]. The *cis*-acting function is also against an interference effect of *carP* on a transcription factor involved in *carS* expression, which could be an alternative explanation to the enhanced *carS* expression in the absence of *carP*.

Transcriptional interference is a well-known mechanism of action for lncRNAs and, in fact, it is the most common mechanism described for lncRNAs in *S. cerevisiae* [21]. Interference can be achieved through synthesis as a sense upstream transcript, as seems to be the case for *carP*, or as an antisense overlapping transcript. The first consists of the downregulation of a neighboring downstream gene due to the disturbance that lncRNA synthesis produces on the start of its transcription process. A well-known example in *S. cerevisiae* is *SRG1*, which in this way regulates the *SER3* gene, encoding an enzyme necessary for serine biosynthesis [22]. There is at least another *cis*-acting mechanism that allows the deregulation of a neighboring gene. *carP* could act as a scaffold to facilitate the assembly of histone-modifying enzymes and alter the expression of *carS*. An example of such a *cis*-acting element is the *GAL10* lncRNA in *S. cerevisiae* [23]. Under conditions of repression caused by glucose, the production of *GAL10* lncRNA stimulates the di- and trimethylation of K4 and the dimethylation of K36 on histone 3 by Set2. These are repressive chromatin marks that are bound by Eaf3, which recruits histone deacetylase Rpd3S, resulting in extensive deacetylation and silencing of the entire *GAL* locus.

Transcriptomic analysis of the effect of the Δ*carP* mutation revealed its influence on the expression of many genes other than those of carotenogenesis. This is not surprising, considering the broad regulatory effects of the *carS* mutation. Previous RNA-seq studies performed with a *carS* mutant demonstrated that CarS influences the expression of an extensive battery of genes [13]. Consistent with the regulatory role of *carP* on *carS*, cascade effects are expected in the Δ*carP* mutant reminding those produced by loss of *carS* function. Interestingly, the transcriptomic effects of the Δ*carP* mutation augmented after illumination. Data on the influence of CarS on the *F. fujikuroi* transcriptome showed regulatory connections between CarS and photoregulation, as indicated the high coincidence between genes influenced by this protein and those affected by light [13]. In addition, the number of light-regulated genes decreased significantly in the *carS* mutant, 3.5-fold for the photoinduced genes and 4-fold for the photorepressed genes. These reductions were like those observed in the Δ*carP* mutant, 3.6-fold and 4.5-fold, respectively, which again agrees with an effect of *carP* through *carS* expression. Photocarotenogenesis, like other photoresponses in this organism, is mediated by the WcoA protein [19], presumably in coordination with the WcoB protein, forming a complex. However, the loss of *carP* did not noticeably affect the levels of *wcoA* or *wcoB* mRNA, nor did it affect those of the genes of other photoreceptors that also participate in the regulation of carotenogenesis by light, such as CryD and VvdA [7]. In the case of the *cryD* gene, the lack of effect of the Δ*carP* mutation on its mRNA levels differed from the clear downregulation observed in the *carS* mutant [13].

Apart from the aforementioned similarities, there were notable differences between the influence of *carS* and *carP* mutations on the transcriptome: while the *carS* mutation caused large changes in differentially expressed genes compared to the wild-type strain in the dark (4.7% upregulated and 5.4% downregulated) or after illumination (3.3% and 4.2%, respectively), the numbers of upregulated and downregulated genes in the Δ*carP* mutant were much lower (0.4% and 0.2% in the dark, and 1.0 and 2.7% after illumination, respectively). In fact, RNA-seq analyses on the effect of the *carP* deletion showed a correlation with the effects of the *carS* mutation only for genes whose expression is decreased in the Δ*carP* strain, including those of carotenogenesis. However, much fewer matches were found between the genes affected by both mutations in the case of those with higher mRNA levels in the Δ*carP* mutant. Detailed analysis of the expression data showed the existence of genes strongly upregulated by *carP*, without significantly changing in the *carS* mutant, of which some examples have already been shown. Regardless of the action of *carP* as a regulatory element of *carS*, the existence of these specific effects of *carP* suggests that this lncRNA can exert repressive actions on other genes without the mediation of the CarS protein, most likely as a free RNA molecule. Genes that are affected by *carP* independently of *carS* may be the result of direct effects of *carP*, or secondary effects resulting from the control by *carP* of the expression or activity of other regulatory proteins. Thus, *carP* may act on other regulatory protein through a mechanism like that described for the *HAX1* lncRNA of *T. reesei* [24]. *HAX1* is a transactivator of cellulase expression that forms an RNA–protein complex with the regulatory protein Xyr1 [25].

In summary, the available information points to *carP* lncRNA as a *cis*-acting regulatory element of the *carS* gene, possibly through a transcriptional interference mechanism. However, the transcriptomic data also point to *carP* as an independent regulatory lncRNA unrelated to the control of *carS* expression. More studies are needed to understand the biochemical mechanism by which *carP* exerts its function as a free RNA and to identify its specific molecular targets.

## 4. Materials and Methods

### 4.1. Strains and Culture Conditions

The wild-type strain of *Fusarium fujikuroi* IMI58289 was obtained from the Imperial Mycological Institute (Kew, Surrey, England). The Δ*carP* mutant SG268 was obtained by replacing the transcribed *carP* region with a hygR resistance cassette [15]. The strains were cultured in DG minimal medium under the indicated conditions, except for conidia production, in which case the cultures were carried out on EG medium for 7 days [20]. For expression studies, the strains were grown in 100 mL of DG medium in 500 mL Erlenmeyer flasks, inoculated with 10^6^ conidia. The flasks were kept in total darkness for three days at 30 °C on an orbital shaker (150 rpm). The cultures were then transferred to four 25-mL Petri dishes under safe red light and kept in static conditions in the dark for 240 min. Subsequently, the Petri dishes were illuminated for 60 min or incubated in the dark. Illumination was provided by a set of four fluorescent tubes (Philips TL-D 18 W/840) at a distance of 60 cm, producing a light intensity of 7 W/m^2^. Mycelium samples were collected by filtration and immediately frozen at −80 °C for future use. For analysis of carotenoid production, standard 9-cm diameter Petri dishes with 25 mL solid medium were incubated at 30 °C for 7 days in the dark or under light as described above. Each Petri dish was inoculated with seven symmetrically distributed punctures with sterile sticks previously punctured on isolated fresh colonies. The mycelium samples were separated from the agar with a sterile blade and frozen for lyophilization. Carotenoid extractions were performed as described [20]. The statistical significance of the differences between the carotenoid values was assessed with the one sample *t* test, using Graphpad Prism version 8.0.2 for Windows (GraphPad Software, San Diego, CA, USA).

### 4.2. PCR Assays

Depending on the purpose of the experiment, different thermostable polymerases were used for PCR reactions: BIOTAQ^TM^ DNA polymerase (Bioline, Memphis, TN, USA) was used for PCR assays, Expand High Fidelity PCR System (Roche, Mannheim, Germany) for plasmid construction, and Velocity DNA polymerase (Bioline) for PCR products exceeding 5 kb. The reaction conditions were those indicated in manufacturer’s instructions. The reactions were carried out in total volumes of 25 μL with an amount of template DNA ranging from 10 to 100 ng for genomic DNA and from 1 to 10 ng for plasmid DNA. The primer sets used are described in Table 2.

### 4.3. Plasmid Constructions and Transformation

Plasmid pRS426-neocarP for the reintroduction of the *carP* sequence in *F. fujikuroi* was constructed by homologous recombination of three DNA segments, with overlapping end-sequences of at least 20 bases. One DNA segment was the 5.7-kb yeast vector pRS426 (Fungal Genetics Stock Center, [26]), which contains the *URA3* gene of *S. cerevisiae*, digested with *Xho*I and *Eco*RI at its multicloning site. The second was a 1980 bp DNA segment containing the *neoR* cassette obtained by PCR from plasmid pNTP2 with primer set 1 (PS1). pNTP2 is a 4.8-kb plasmid containing the neomycin phosphotransferase II gene (*nptII*) fused with cauliflower mosaic virus 35S promoter and terminator sequences. The third DNA segment contains the *carP* sequence, surrounded by 5′ and 3′ UTR regions to a final size of 2960 bp, obtained by PCR with PS2. Both primer sets had tails overlapping with the ends of *Xho*I/*Eco*RI digested pRS426 on one side, and with the end of each of the two other fragments on the other side. The three fragments were introduced by transformation into the *S. cerevisiae* strain FY834 (*MATα, ura3-52, leu2*Δ*1, trp1*Δ*63, his3*Δ*200, lys2*Δ*202*), where they recombined through the matching end-sequences to generate the 10.3 kb plasmid pRS426-neocarP. Protoplasts of strain SG268 were obtained and transformed with this plasmid as described [1]. For selection, geneticin (G418 disulfate salt; Formedium, Hunstanton, UK) was added to the medium at a final concentration of 150 mg/L.

### 4.4. Reintegration of Wild-Type carP in SF268

Protoplasts of SG268 were incubated with linear plasmid pRS246-carPneo and 32 transformants were obtained after selection on G418-supplemented medium. After three passes through uninucleate spores, the insertion of the native *carP* sequence in the candidate transformants was analyzed by PCR (Supplementary Figure S4) using different primer combinations (Table 2). In all transformants, a *carP* 1.2 kb band was obtained with PS3, indicating the presence of integrated plasmid containing the *carP* gene. Integration in the native *carP* locus (in situ integration) was only observed in transformants T3 and T18, as indicated by amplification with PS4 of a 2.2 kb region spanning from the start of *carP* to an external sequence in the *carS* promoter region. Southern blot hybridization of genomic DNA from the wild-type strain, SG268 Δ*carP* mutant, and four of the transformants (two with in situ integrations of *carP* and two with ectopic integrations), was carried out using as a probe a DNA segment next to *carP* (Supplementary Figure S4), included in the complementation plasmid. Genomic DNA samples were digested with restriction enzymes *Sph*I and *Xho*I. The results in the *Sph*I-digested samples showed a 10.3-kb band in the wild-type strain and a 10.5-kb band in SG268 and the negative transformants, while a 6-kb band was expected in the positive transformants. In samples digested with *Xho*I, the 4.9-kb band corresponding to the presence of the HygR cassette was found in the SG268 mutant and the transformants with ectopic integration of *carP*, while the 3.1-kb band expected for the *carP* sequence was found in the wild-type strain and in the transformants with in situ integration, confirming the results of the PCR tests and the hybridization of the samples digested with *Sph*I (Section 4.5). Thus, transformants T3 and T18 had recovered the deleted *carP* sequence at its native locus, while T2 and T21 had integrated it in other genomic locations.

### 4.5. Southern Blot

Samples of at least 4 μg of genomic DNA were digested with restriction enzymes, electrophoresed in a 0.7% agarose gel using a digoxigenin-labelled molecular ladder (DIG marker III o VII, Roche, Germany), and subjected to the Southern protocol using a positively charged nylon membrane (Hybond-N, Amersham, UK). The transfer was performed by capillarity as described [27]. The probe used in the Southern blot of the *F. fujikuroi* transformants was obtained by PCR with PS5 (Table 2). Probe was labelled with digoxigenin (PCR DIG Labeling Mix, Merck, Germany) according to manufacturer’s instructions. The membrane was preincubated with DIG Easy Hyb™ Granules (Roche) buffer solution for 1 h in a glass cylinder in a hybridization oven (HB-100 Hybridizer, UVP, CA, USA). The DIG-labelled probe was then added at 35 ng/mL to fresh buffer solution and incubated overnight. This was followed by two 5-min washes with 2x SSC 0.1% SDS and two 15-min washes with 2x SSC 0.1% SDS. Subsequently, the membrane was equilibrated with maleic buffer and incubated in blocking reagent solution (Roche) for one hour, and a stock of blocking solution with anti-DIG-alkaline phosphatase antibody (1:10,000) (Merck) was added for 30 min. Membrane was washed twice for 15 min with maleic buffer with 0.3% Tween-20, covered with detection buffer, and placed on an acetate. Then, CDP-Star^®^ ready to use (Roche) was added and the membrane was covered with another acetate. After a short incubation in the dark, the membrane’s signals were detected in the Odyssey Fc Imaging System (LI-COR, Lincoln, NE, USA).

### 4.6. Expression Studies

Total RNA was extracted with Trizol (Invitrogen, Paisley, UK) from 150–200 mg of ground mycelia samples, using the protocol described by the manufacturer. RNA concentrations were quantified with a Nanodrop ND-1000 spectrophotometer (Nanodrop Technologies, Wilmington, DE, USA). For qPCR measurements, 2.5 µg RNA sample was treated with DNAse I and retrotranscribed to cDNA with Transcriptor first-strand cDNA synthesis kit (Roche). Final cDNA concentrations were adjusted to 25 ng/μL. RT-qPCR analyses were performed in a LightCycler 480 real-time instrument (Roche) using LightCycler 480 SYBR Green I Master (Roche) following the manufacturer reaction protocol. The genes, primer sets, and amplicon sizes were *carB* (PS6, 68 bp), *carS* (PS7, 181 bp), and *carP* (PS8, 69 bp). Transcript levels of each gene were normalized against those of the β1-tubulin gene *FFUJ_04397* (PS9, 69 bp) and the glyceraldehyde-3-phosphate dehydrogenase (*gpdA*) gene *FFUJ_13490* (PS10, 94 bp). The data were relativized to the value of the wild-type strain grown in the dark, which was taken as 1.

### 4.7. RNA-seq Methodology

The experiments included three independent samples per strain and condition. Twenty μg of each RNA sample was treated with DNAse I in NucleoSpin RNA kit columns (Macherey-Nagel, Düren, Germany) following manufacturer’s instructions. The absorbance quality parameters (Ratio A260/A280 > 1.8 and A260/A230 > 1.5 and RIN > 8.5) were tested before processing the samples with the Agilent “Chip RNA Plant Nano” protocol by the company Life Sequencing (Valencia, Spain). Samples were sequenced on Illumina’s NextSeq platform in 75 bp single read mode. “Bcl2fastq2” version 2.19.1 provided by Illumina was used for the conversion of “bcl” files into “fastq” sequence files, a program that also removes the sequencing adapters. Quality values, number of readings, and total sequences, are shown in Supplementary Table S4.

### 4.8. Bioinformatic Analyses

Raw reads from all samples were trimmed, filtered, and quality controlled with AfterQC [28]. The sequences were mapped with Star [29]. The Integrative Genomics Viewer IGV application (IGV) version 2.8 was used for mapping visualization [30]. The annotation used was that from the EnsemblFungi database (https://fungi.ensembl.org, accessed on 20 August 2020) for *F. fujikuroi* IMI58289. The mapped sequences were analyzed using SeqMonk (version 1.45.4, https://github.com/s-andrews/SeqMonk, accessed on 25 July 2021). Quantification was performed using the RNA-seq quantitation pipeline with the improved mRNA annotation generated by Cuffmerge, merging transcripts, and counting reads over exons. Deseq2 tool [31], implemented in SeqMonk, which needs raw counts for quantitation, was used to compare among conditions. Differentially expressed genes were selected based on criteria combining a log2 fold change of 1 and an *FDR*-value of 0.05. Log2 RPM (reads per feature per million reads of library) were used for data visualization and intensity tests, which had a minimum *FDR*-value below 0.05 multiple testing correction applied with a sample size of 100 when constructing the control distributions. Venny 2.1 was used to draw Venn Diagrams (https://bioinfogp.cnb.csic.es/tools/venny/index.html, accessed on 10 April 2021). Gene expression levels were measured as TPM (transcripts per million) to represent the heatmaps. The heatmap figures were performed using the mean between the three samples in TPM for each strain and condition. The data were then log transformed, centered using the mean between them, and hierarchically clustered with Gene Cluster 3.0 [32]. The visualization was performed with Java TreeView3 [33].

FunCat GO enrichment results were obtained from the FungiFun database (https://elbe.hki-jena.de/fungifun/, accessed on 25 April 2021) using a significance level of 0.05 and testing for enrichment with FDR correction.

## Figures and Tables

**Figure 1:**
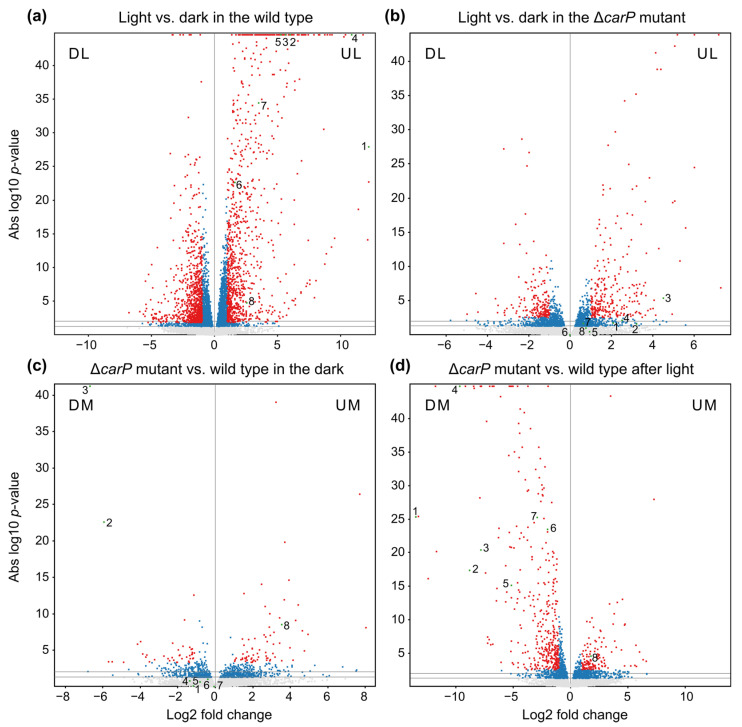
Volcano plot representations of global expression data in the indicated pairwise comparisons. (**a**,**b**) Effect of 1 h illumination in the wild type (**a**) and in the Δ*carP* mutant (**b**). DL: downregulated by light; UL: upregulated by light. (**c**,**d**) Effect of Δ*carP* mutation in the dark (**c**) or after 1 h illumination (**d**). DM: downregulated in the Δ*carP* mutant; UM: upregulated in the Δ*carP* mutant. *p*-values of 0.05 and 0.01 are indicated with grey horizontal lines. Genes with a *p*-value < 0.05 are indicated in blue. Fold changes in abscissae are obtained from DESeq2 data. Genes exceeding the log2 values of ±1 are indicated in red. Genes related to carotenoid metabolism are marked with green dots and a number. 1: *carX* (*FFUJ_11801*); 2: *carRA* (*FFUJ_11802*); 3: *carB* (*FFUJ_11803*); 4: *carO* (*FFUJ_11804*); 5: *carT* (*FFUJ_07962*); 6: *carD* (*FFUJ_07503*); 7: *ggs1* (*FFUJ_07352*); 8: *carS* (*FFUJ_08714*).

**Figure 2:**
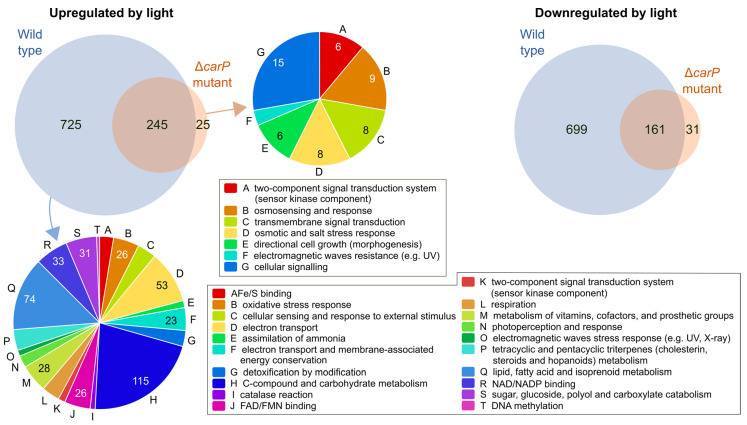
Effect of light in the transcriptomes of the wild type and the Δ*carP* mutant. Venn diagrams show the proportion of coincident genes between those upregulated (**left**) or downregulated (**right**) by light in both transcriptomes. Funcat categories are shown for the three transcript sets for which significant categories were found.

**Figure 3:**
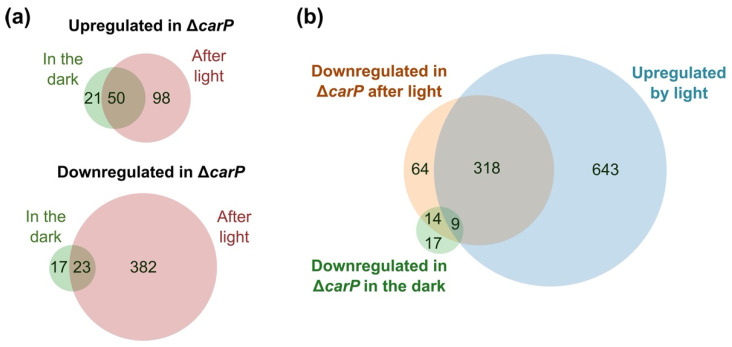
Effect of the Δ*carP* mutation in the dark or after one hour illumination. (**a**) Venn diagrams show the proportion of coincident genes between those upregulated (above) or downregulated (below) in the Δ*carP* mutant in the dark or after one hour of light. (**b**) Venn diagram showing the coincidences between genes upregulated by light in the wild-type strain and those downregulated in the Δ*carP* mutant.

**Figure 4:**
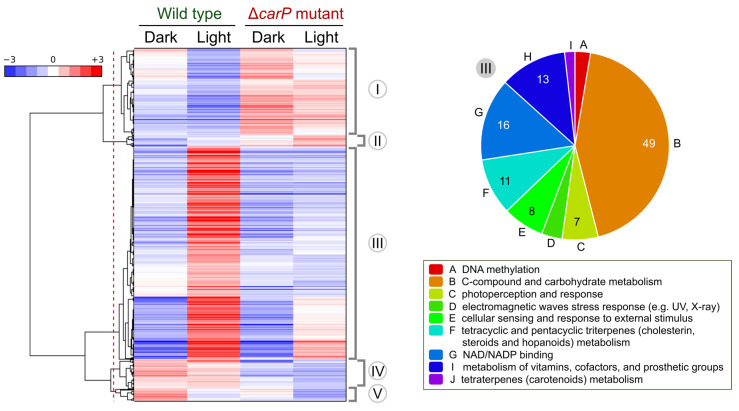
Hierarchical heatmap for genes influenced by *carP* in the transcriptomes of the wild type and the Δ*carP* mutant. The red line indicates an arbitrary threshold distinguishing five cluster groups, from I to V, indicated on the right. Significant FUNCAT categories found in cluster III are shown on the right.

**Figure 5:**
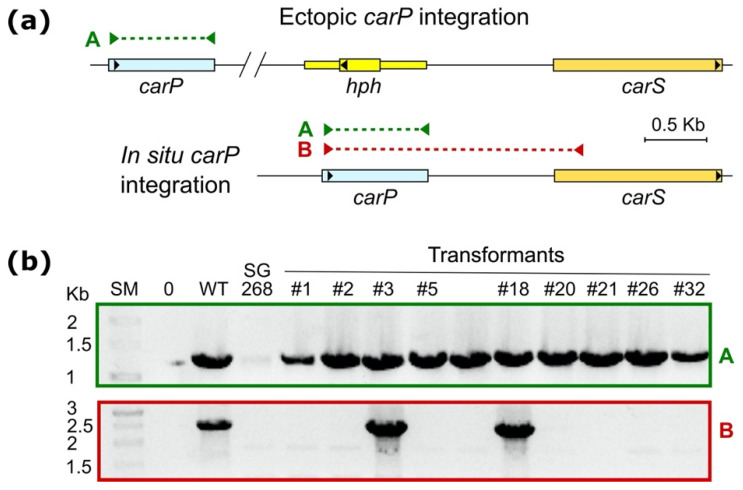
PCR analysis of the reintegration of the *carP* sequence in SG268. (**a**) Genomic maps of ectopic and in situ *carP* integrations in the SG268 Δ*carP* mutant. Yellow (*hph*): hygromycin B resistance cassette that replaced the *carP* gene in SG268 [15]. (**b**) Gel electrophoresis of PCR products from candidate transformants to check the insertion of the *carP* sequence. Wild-type strain DNA (WT) was used as positive control, and SG268 (Δ*carP* mutant) or lack of DNA (0) were used as negative controls. PCR amplification products are indicated on the top map with colored arrowheads and dotted lines. The expected PCR sizes are 1245 bp (A, green), and 2194 bp (B, red).

**Figure 6:**
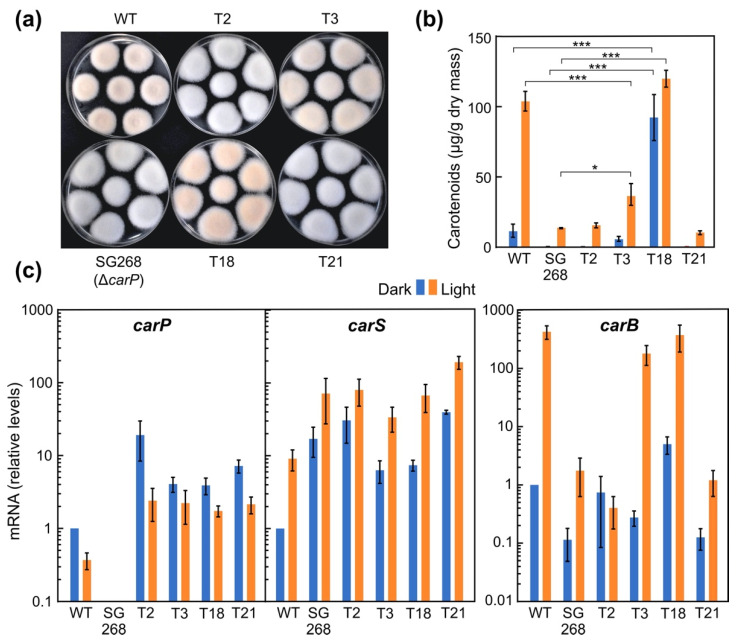
Effects of *carP* reintegration in the Δ*carP* mutant SG268. (**a**) Aspect of the colonies of the wild-type strain (WT), the Δ*carP* mutant SG268, and the transformants T2, T3, T18, and T21, grown for 1 week under light. (**b**) Carotenoid content in the same strains grown for 1 week in the dark or under light. Differences found to be significant according to the *t* tests are indicated (*p*-values, *: *p* < 0.033; ***: *p* < 0.001). (**c**) Transcript levels for the *carP*, *carS*, and *carB* genes in the same strains grown in the dark (blue bars) or exposed to light for 1 h (orange bars). RT-qPCR data show the mean and standard error of three independent experiments. Transcript levels were normalized against those of the β_1_-tubulin *FFUJ_04397* and GPDH *FFUJ_13490* genes. Relative mRNA levels are referred to the mRNA content of the wild-type strain in darkness.

**Figure 7:**
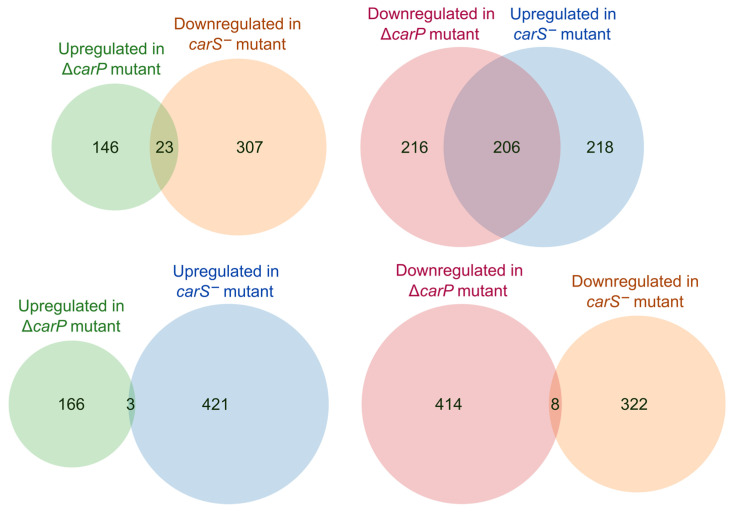
Relation between the genes affected by Δ*carP* or *carS^−^* mutations. Venn diagrams show the proportion of overlapping genes between those upregulated or downregulated in either combination between the tested mutants. Data for *carS^−^* mutant taken from RNA-seq analyses of the effect of the *carS* mutation in strain SG39 [13].

**Figure 8:**
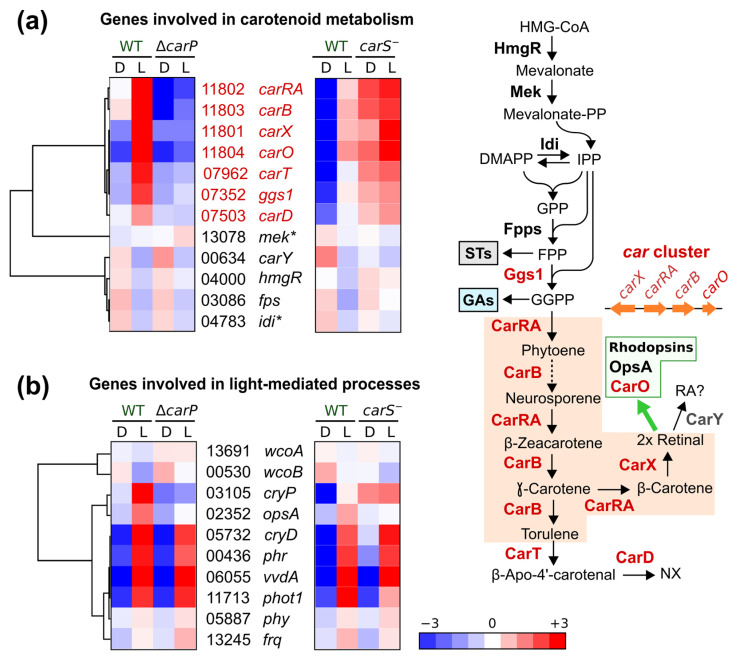
Relation between the effects of the Δ*carP* or the *carS^−^* mutations on the expression of the genes related with carotenoid metabolism or with regulation by light. (**a**) Hierarchical maps of the relative transcript levels for the genes involved in carotenoid metabolism. Reactions carried out by each enzyme are depicted on the right panel. Enzymes whose genes are regulated by light are indicated in red. The green box highlights the rhodopsins OpsA and CarO as presumed users of retinal as prosthetic group. The dotted lines indicate more than one reaction. HMG-CoA: hydroxymethyl glutaryl coenzyme A; DMAPP, dimethyl allyl diphosphate; IPP: isopentenyl diphosphate; GPP: geranyl diphosphate. FPP, farnesyl diphosphate; GGPP, geranylgeranyl diphosphate; STs, sterols; GAs, gibberellins; RA?, possible formation of retinoic acid by enzyme CarY [16]. For functions of enzymes for early steps in terpenoids biosynthesis, HmgR, Mek, Idi, Fpps, and Ggs1, see [6,17]. (**b**) Hierarchical maps of the relative transcript levels for the genes involved in light regulation. In (**a**,**b**) the numbers correspond to the *FFUJ*_ codes in the genome.

**Figure 9:**
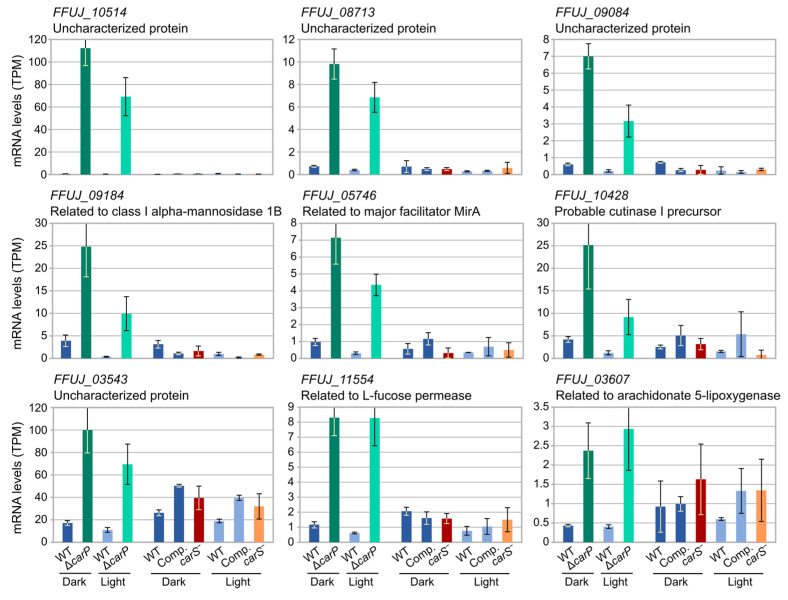
Examples of genes differentially expressed in the Δ*carP* mutant that were not affected by *carS* mutation. Transcriptomic data for the effect of the *carS* mutation were extracted from data sets already available [13]. WT: Wild-type strain IMI58289. *carS^−^*: *carS* mutant SG39. Comp: complementation of SG39 with wild-type *carS* allele. Light: 1 h illumination.

**Table 1:** Numbers of genes whose expression changed more than two-fold above (upregulated) or below (downregulated) upon comparison of the indicated strains or culture conditions.

	Upregulated ^2^	% ^3^	Downregulated ^2^	% ^3^
Light ^1^ vs. dark in wild-type strain	970	6.4	860	5.7
Light ^1^ vs. dark in Δ*carP* mutant	270	1.8	192	1.3
Δ*carP* mutant vs. wild-type strain in the dark	71	0.4	40	0.2
Δ*carP* mutant vs. wild-type strain after light ^1^	148	1.0	405	2.7

^1^ 60 min illumination. ^2^ Upregulated (or downregulated) means increased (or decreased) transcript levels in illuminated compared to dark-grown samples, or in the Δ*carP* mutant compared to the wild-type strain. ^3^ Percentage referred to the total number (15,097) of genes annotated in the genome.

**Table 2:** Primer sets used in this work.

Primer Set		5′-3′ Sequence	Experimental Use
PS1	Forward	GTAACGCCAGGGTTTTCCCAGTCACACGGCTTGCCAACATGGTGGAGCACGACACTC	neoR segment pRS246neocarP
	Reverse	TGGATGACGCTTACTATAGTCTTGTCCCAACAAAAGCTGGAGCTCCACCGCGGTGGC	
PS2	Forward	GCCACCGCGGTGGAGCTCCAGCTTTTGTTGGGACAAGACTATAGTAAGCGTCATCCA	*carP* segment pRS246neocarP
	Reverse	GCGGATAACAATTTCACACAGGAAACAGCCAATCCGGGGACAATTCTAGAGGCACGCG	
PS3	Forward	CGTCGATGCGCCAGTTGATT	*carP* PCR
	Reverse	AGCAAGCGCCTAGTGGCC	
PS4	Forward	CGTCGATGCGCCAGTTGATT	*carP*-*carS* PCR
	Reverse	GTGTAGAGATTGGTGGGGGTT	
PS5	Forward	CCATTTCTGTTCCCTTCCCTG	*carP* probe for Southern
	Reverse	CCGTCATACACCAGAGAGAC	
PS6	Forward	TCGGTGTCGAGTACCGTCTCT	*carB* RT-qPCR
	Reverse	TGCCTTGCCGGTTGCTT	
PS7	Forward	GATACCCGGCGGAAAGGTTA	*carS* RT-qPCR
	Reverse	CTGACAGTCCATTTCAGCGC	
PS8	Forward	CCATTGAGCTGGGATGTGTTTT	*carP* RT-qPCR
	Reverse	TGCGCTGTGCTGTAAACCA	
PS9	Forward	CCGGTGCTGGAAACAACTG	Reference RT-qPCR *(*β_1_-tubulin)
	Reverse	CGAGGACCTGGTCGACAAGT	
PS10	Forward	GTGACCTCAAGGGCGTTCTG	Reference RT-qPCR *(gpdA*)
	Reverse	CGAAGATGGAGTTTGTGTT	

## Data Availability

The RNA-Seq data were deposited in NCBI’s Gene Expression Omnibus repository under GEO Series accession number GSE173210.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ncrna7030046/s1. Figure S1: Scatter plot representations on the effect of light and *carP* deletion on the *Fusarium fujikuroi* transcriptome. Figure S2: Funcat categories of the 680 genes downregulated by light in the wild-type strain. Figure S3: Funcat categories of genes differentially expressed in the Δ*carP* mutant. Figure S4: Molecular analysis of the reintegration of the *carP* sequence in SG268 by replacement with a G418^R^ cassette (*neoR* gene). Table S1: Data of the genes upregulated or downregulated by light or by Δ*carP* mutation. 

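Supplementary Table S1 gives, for each comparison, the genes past the authors' threshold with their log2 fold changes from DESeq2. Of the 970 genes that it lists as upregulated by light in the wild-type strain, 851 were among the 853 found here with edgeR, and of the 860 listed as downregulated, 667 were among 698. All 50 genes found here as upregulated by light in the Δ*carP* mutant are among the 270 of the table. The median absolute difference between the log2 fold changes of the table and those from edgeR was 0.022 over 1716 genes in the wild type and 0.005 over 264 genes in the mutant, with 0 genes of opposite sign.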

Table S2: Clusters of genes according to their induction or repression pattern in the wild-type strain and Δ*carP* mutant. Table S3: Funcat GO categories and genes in each category. Table S4: Data of the samples and sequences used in the RNA-seq analysis.

How the deposited data were processed for this re-analysis (not part of the article)

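RNA was measured in 12 libraries of *Fusarium fujikuroi*, 3 from each of 4 groups: the wild-type strain and the Δ*carP* mutant, each in the dark and after 60 min of white light. The authors trimmed and filtered the reads with AfterQC, mapped them with STAR, and counted them in SeqMonk over the exons of merged transcripts, with an annotation improved by Cuffmerge. Whether the counting took account of the strand is not stated. The values are whole read counts for 15097 rows, not normalized. The 14815 rows that name a gene were used, and 14810 of them were matched to locus tags and coordinates of the reference annotation of strain IMI58289. The 282 rows that name no gene were left out of the main values and included in an alternative.

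Library totals lay between 13639641 and 31438590 counted reads, with a median of 16424537. Levels are in CPM with edgeR's TMM factors. Groups were compared with edgeR 4.0.16 (quasi-likelihood test without robust estimation, Benjamini-Hochberg adjustment), on genes kept by its filterByExpr function with the groups as given, under R 4.3.3. Genes with an adjusted p under 0.05 and an absolute log2 fold change of at least 1 were counted as upregulated or downregulated. The comparisons were light against dark within each strain, Δ*carP* mutant against wild type in the dark and after illumination, each on 6 libraries, and the interaction of strain and light on all 12. DESeq2 1.42.0 was the paper's tool and served as an alternative. limma 3.58.1 and sva 3.50.0 were also used, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 for summaries and figures. These tests and thresholds, and the first set of alternatives, were chosen before the data were examined.

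The genes named were fixed by a rule: each gene that the paper names by number in its text or in Figures 1, 8 and 9; for each of the 4 pairwise comparisons the 3 genes with the largest rise and the 3 with the largest fall among those past the threshold with all libraries of one group beyond all of the other; and any gene past the threshold among the 10 on each side of *carS*. Shares carry Wilson 95% intervals. Where all libraries of a group held 3 counts or fewer, the fold is a limit against 3 counts.

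According to the methods, the contents of a flask were distributed into Petri dishes and then kept in the dark or illuminated, so a dark and a light library with the same replicate number can come from one culture. The pairing was checked by the correlation of the deviations from the group means. For the same replicate number in dark and light it was 0.861, 0.884 and 0.771 in the Δ*carP* mutant and 0.829, 0.638 and 0.706 in the wild-type strain. The replicate number was therefore also used as a block in the comparisons of light and dark.

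The alternatives chosen in advance were DESeq2, normalization by RLE or upper quartile, no filter on low counts, all 12 libraries in one fit, the replicate block, no minimum fold change, and leaving out each library in turn. Further ones, chosen after the counts were seen, were DESeq2 on all genes without the filter, DESeq2 with the replicate block, a block for each replicate number within its strain for the interaction, libraries thinned to the smallest total of 13639641 reads, 1 surrogate variable for the comparisons of strains, and inclusion of the rows without a gene name. Overlap from shared libraries was simulated 50 times with an unchanged mutant, drawing the wild-type libraries anew as well. All groups were given the wild-type spread, and each gene was drawn independently. The numbers of calls with the block were simulated 20 times from the block fits, with the wild-type light effects given to the mutant. The procedures were tested on simulated data with 200 changed genes. Without culture effects edgeR recovered all 200, with 0 false calls. With culture effects shared by dark and light libraries, edgeR recovered 0 of the 200 without the block and 198 with it. DESeq2 recovered 77 without the block and 197 with it. These culture effects had an SD of 1 on the log2 scale and were drawn independently for each gene. In the real wild-type libraries edgeR without the block called 1551 genes, so the recovery of 0 does not describe these data. For the interaction edgeR recovered 199 of 200 genes, with 5 false calls.

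Gene Ontology and FunCat enrichment was not repeated; the categories were taken from the paper's lists. Data on the *carS* mutant and the qPCR and transformant experiments were not analysed here, since they are not part of these libraries.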

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

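The tests of the spread between replicates and of exchanged labels were chosen only after the result was seen. For 4 genes that the paper names, the response to light differed between the strains in a test of the difference itself, the interaction of strain and light over all 12 libraries. The difference of the mutant from the wild type was -8.41 on the log2 scale for *carO* (SE 1.08, adjusted p = 0.00545), -1.62 for *carD* (SE 0.25, adjusted p = 0.0115), -2.85 for *ggs1* (SE 0.38, adjusted p = 0.00549) and -3.38 for *cryP* (SE 0.32, adjusted p = 0.00117). With a block for each replicate number within its strain, the values were -8.33, -1.60, -2.86 and -3.38, with adjusted p-values of 1.11e-04, 1.95e-04, 5.75e-06 and 2.73e-06. With 1 of the 12 libraries left out in turn, *carO* and *carD* passed the threshold in 11 of the 12 fits, and *ggs1* and *cryP* in all 12.

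Over all genes, the interaction was negative for 111 and positive for 0, with 88 positive at an unadjusted p under 0.05. In 4 of the 100 splits of the 12 libraries drawn, the real one included, at least as many genes passed the threshold. The splits exchanged the labels of strain and light together, so effects of light, strain or culture can appear as an interaction. The number of such splits therefore gives no measure of chance for the interaction. Those of these 4 other than the real one gave 709, 1597 and 1882 genes.

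Technical explanations were weighed on the same libraries. Library depth is argued against for the numbers without the replicate block. With all libraries thinned to the smallest total, the wild-type strain still had 23.6 times as many light-regulated genes as the mutant. Thinned libraries were not fitted with the block. The ratio of wild-type to mutant calls fell 12.6-fold when the replicate block was used, which is in line with a spread between the mutant replicates, and a ratio of 1.95 stayed, 1.88 over the genes tested in both strains. Over these same genes, simulations with equal light effects gave a ratio of at most 1.04, which argues against the spread left with the block as the source of the 1.88. A weaker light effect in the mutant is in line with the median effects of the 1002 genes called in the mutant with the block, 1.70 in the wild type and 1.37 in the mutant. Exchanged labels between strains are argued against by the *car* cluster, where the lowest illuminated wild-type library exceeded the highest illuminated mutant library at least 126-fold. The deletion of *carP* as the biological explanation rests on 1 mutant strain, and a second independent deletion strain was not tested in these libraries.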

How the results depend on the processing

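The alternatives with DESeq2 on all genes, DESeq2 with the replicate block, a block for each replicate number within its strain, thinned libraries, 1 surrogate variable and the rows without a gene name were chosen after seeing the data. Where a value changed, the cause was not tested unless stated. Of 17 counts and shares, 2 stayed within their limits in every setting; over all settings, 203 of 327 values stayed and 124 moved. Normalization by RLE, the absence of a filter and the rows without a gene name moved none of the 17, and thinned libraries none of the 15 to which they were applied, the interaction left out.

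With DESeq2, light raised 273 genes in the Δ*carP* mutant and lowered 207 in place of 50 and 13. Between the strains, 74 were upregulated and 44 downregulated in the dark in place of 1 and 1, and 158 and 395 after illumination in place of 34 and 244. The interaction was positive for 4 genes and negative for 212 in place of 0 and 111. The share of downregulated genes that were photoinduced in the wild type was 80.3% in place of 90.6%, and the photoinduced and photorepressed genes of the wild type not called in the mutant made 73.2% and 78.7% in place of 94.4% and 98.1%. DESeq2 on all genes gave, in the same order, 274, 204, 75, 48, 152, 406, 4, 210, 80.8%, 74.5% and 80.2%. DESeq2 with the replicate block gave 431, 583, 99, 90, 201, 463, 7, 282, 74.9%, 61.6% and 53.9%, and 85.6% of the genes photoinduced in the mutant were photoinduced in the wild type, in place of 96.0%.

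With all 12 libraries in one fit, light lowered 457 genes in the wild type in place of 698, raised 251 and lowered 150 in the mutant, and 3 genes were upregulated in the mutant in the dark and 72 after illumination. The 3 shares were 85.9%, 69.2% and 71.6%. Without a minimum fold change, light raised 1667 and lowered 1403 genes in the wild type, and the shares were 95%, 97.1% and 99.1%; this follows from the lower requirement. Upper quartile normalization gave 24 genes lowered by light in the mutant, and 726 raised against 944 lowered in the wild type in place of 853 against 698. In the mutant, 50 were raised. With 1 surrogate variable, 18 genes were upregulated and 4 downregulated in the dark, and 149 and 409 after illumination.

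With the replicate number as a block, light raised 449 and lowered 599 genes in the mutant and lowered 1083 in the wild type. The shares of wild-type genes not called in the mutant were 60.3% and 57.2%, and 85.1% of the genes photoinduced in the mutant were photoinduced in the wild type. With a block for each replicate number within its strain, the interaction was positive for 47 genes and negative for 362. In the comparisons of light and dark the block added a call for *carB*, *wcoB*, *frq* and *opsA* in the mutant and for *FFUJ_05746* and *FFUJ_10428* in the wild type, and changed no other call of a named gene. Between the strains the replicate numbers do not mark shared cultures: the correlation of deviations was 0.601 in the dark and 0.593 after illumination for the first replicate, 0.505 and 0.435 for the second, and -0.363 and -0.248 for replicate 3. With the number as a block in these comparisons, 0 genes were upregulated and 1 downregulated in the dark (339 and 348 at an unadjusted p under 0.05), 23 and 181 after illumination, 8 calls of named genes were lost, and 0% of genes downregulated in the dark were also downregulated after illumination, in place of 100%.

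Leaving out 1 library in turn gave from 419 (without the second wild-type light replicate) to 717 genes lowered by light in the wild type. In the mutant, it gave from 0 (without replicate 1 or 3 in the dark) to 36 genes raised and from 0 to 10 lowered (36 and 10 without replicate 2 in the dark). Without replicate 1 in the dark 587 and 528 genes had an unadjusted p under 0.05, and without replicate 3 in the dark 512 and 401. Without replicate 1, 2 or 3 after illumination 3, 30 and 12 were raised and 0, 6 and 0 lowered, where 437 and 460 had an unadjusted p under 0.05 without replicates 1 and 3. Between the strains in the dark, from 0 to 1 were upregulated and from 0 to 1 downregulated: 0 and 0 without wild-type replicate 1 (506 and 477 at an unadjusted p under 0.05) or 2 (156 and 129) or mutant replicate 2 (620 and 562) or 3 (562 and 345), 0 and 1 without wild-type replicate 3 (143 higher), and 1 and 0 without mutant replicate 1 (201 lower). After illumination it was from 2 to 56 upregulated and from 101 to 271 downregulated, the lower values without wild-type light replicate 2 and the higher without mutant light replicate 2. The interaction was positive for 0 to 1 genes (1 without replicate 2 of the mutant in the dark) and negative for 57 (without the third wild-type dark replicate) to 119. The shares of genes photoinduced in the mutant that were photoinduced in the wild type ranged from 88.0% to 100%. Those of downregulated genes photoinduced in the wild type ranged from 86.0% (without mutant light replicate 2) to 98.0% (without wild-type light replicate 2). Those of photoinduced genes not called in the mutant ranged from 93.5% to 100%, and of photorepressed genes not called from 96.9% to 100%. The share of genes downregulated in the dark that were so after illumination rested on 1 gene at most, and was 0% or 100%. It was 0% without wild-type light replicate 1, 2 or 3, and without mutant light replicate 1 or 3.

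Of 114 results for named genes, 44 stayed in every setting; over all settings, 1778 of 2048 values stayed, 122 lost their call, 119 gained one and 29 reversed, 24 of these with a library left out. In the dark, mutant against wild type, *carY* ranged from -0.02 (without the first mutant replicate) to 1.10. After illumination the ranges were -0.06 (without mutant replicate 1) to 0.38 for *carY*, -0.09 to 0.02 (without replicate 1 of either strain or wild-type replicate 2) for *phy*, -0.12 (without wild-type replicate 3) to 0.23 for *vvdA* and -0.24 (without mutant replicate 1) to 0.78 for *mek*. Without mutant replicate 2 they reached their lowest values for *phot1* (-0.16 to 0.30), *hmgR* (-0.56 to 0.79), *fps* (-0.23 to 0.44) and *idi* (-0.04 to 0.22). For the interaction they were -0.15 (without wild-type light replicate 3) to 0.21 for *vvdA* and -0.40 (without wild-type dark replicate 1) to 0.23 for *phot1*. After illumination *carY* was -0.01 with 1 surrogate variable and *phy* 0.06 with upper quartile normalization. The interaction of *phot1* was -0.05 with the replicate block, -0.06 with DESeq2 and the block and -0.07 with a block for each replicate number within its strain. Of 330 medians of the clusters, 326 stayed and 4 moved.

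The alternatives for the number added before taking logarithms and for limma's variance prior apply to normalized values and cannot give a value for counts. Depth limits the results for genes at few counts, such as *carS* in the wild type in the dark with 3, 5 and 8 reads.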

Differences from the paper's values

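All 8 pairwise counts of genes past the threshold differ from the paper's, 6 of them by more than 1.5-fold. The other 2 are those for light in the wild type, with 853 upregulated and 698 downregulated genes against the paper's 970 and 860. For light in the Δ*carP* mutant, 50 upregulated and 13 downregulated genes were found against the paper's 270 and 192, which makes the numbers 17.1-fold and 53.7-fold lower than in the wild type against the paper's 3.5 and 4.5. Among the alternatives set before the data were examined, DESeq2, which the paper's methods name, and the fit of all 12 libraries closed these 4 gaps, and the others did not. DESeq2 on all genes, chosen after seeing the values, closed them too.

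Between the strains in the dark, 1 upregulated and 1 downregulated gene were found against the paper's 71 and 40. DESeq2 closed both gaps and the other alternatives set in advance neither. Of the alternatives chosen after seeing the values, DESeq2 on all genes closed both, and DESeq2 with the replicate block closed the first. After illumination, 34 upregulated genes were found against the paper's 148, and 244 downregulated genes against 405. DESeq2 closed both gaps. For the downregulated genes the fit of all 12 libraries, the absence of a minimum fold change and leaving out the second mutant light replicate closed it too, and the others set in advance closed neither. DESeq2 on all genes, DESeq2 with the replicate block and 1 surrogate variable, chosen after seeing the values, closed both.

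In the dark or after illumination, 34 upregulated, 244 downregulated and 278 genes in all were found against the paper's 170, 423 and 591. DESeq2 closed the 3 gaps, and the fit of all 12 libraries the second; of the others set in advance, those applied to these totals closed none, and leaving out single libraries was not applied to them. DESeq2 on all genes, DESeq2 with the replicate block and 1 surrogate variable, chosen after seeing the values, closed all 3.

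In all 12 libraries the number of sequences in the paper's Table S4 differs from that computed from its megabases and average length. Those with the lowest and the highest number in the paper are examples: 589649 in the paper against 20589475 for the second light replicate of the mutant, and 7559597 in the paper against 47557266 for the third dark replicate of the wild type. No alternative applies to these values. In each library the paper's number is close to the computed one without its leading digits, and the counted reads exceed the paper's number.

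The paper names *carS* as upregulated in the mutant in both conditions. The log2 fold changes were 3.53 and 1.76, with adjusted p-values of 0.197 and 0.0634. *carS* passed the threshold in both conditions with DESeq2 and with all 12 libraries in one fit, and after illumination without the second mutant light replicate. It did so too with DESeq2 on all genes and DESeq2 with the replicate block, and after illumination with 1 surrogate variable, which were chosen after seeing the values. The paper gives *niaD* and *crnA* as repressed in the mutant. Their log2 fold changes were -3.36 and -2.49 in the dark and -3.13 and -2.11 after illumination, none past the threshold. All 4 passed it with DESeq2, and those after illumination also without the first wild-type light replicate. All 4 also passed with DESeq2 on all genes and DESeq2 with the replicate block, chosen after seeing the values. The paper finds carotenoid metabolism among the downregulated categories in the dark, with *carRA* on its list. *carRA* in the dark had -5.91 and an adjusted p of 0.121, and passed with DESeq2; with DESeq2 on all genes, DESeq2 with the replicate block and 1 surrogate variable, chosen after seeing the values, it passed too. *cryP*, given by the paper as lower in the mutant, had -1.22 in the dark and an adjusted p of 0.603. It passed with DESeq2, and with DESeq2 on all genes and DESeq2 with the replicate block, chosen after seeing the values.

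The paper describes genes of Figure 9 as increased in the mutant in the dark or after illumination. All 9 had higher fitted levels in the dark, with 0 past the threshold and log2 fold changes from 2.73 to 7.64; all 9 passed it with DESeq2. *FFUJ_10514* also passed with all 12 libraries in one fit. After illumination *FFUJ_09084*, *FFUJ_10428*, *FFUJ_03543* and *FFUJ_03607* were not past the threshold with edgeR and were with DESeq2; *FFUJ_09084* and *FFUJ_03543* were also with all 12 libraries in one fit, and *FFUJ_03543* without replicate 2 or 3 of the illuminated mutant. Among the alternatives chosen after seeing the values, DESeq2 on all genes and DESeq2 with the replicate block called all of these in both conditions. With 1 surrogate variable, also chosen after seeing the values, *FFUJ_10514*, *FFUJ_08713*, *FFUJ_09084*, *FFUJ_09184*, *FFUJ_10428* and *FFUJ_03607* passed in the dark, and *FFUJ_09084*, *FFUJ_03543* and *FFUJ_03607* after illumination. *FFUJ_05746* and *FFUJ_10428*, which the paper calls photorepressed, had adjusted p-values of 0.0729 and 0.0784 in the wild type. They passed with DESeq2 and with the replicate block, and with DESeq2 on all genes and DESeq2 with the replicate block, chosen after seeing the values. *FFUJ_10428* passed in thinned libraries as well, chosen after seeing the values.

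The paper describes *carY* as changed in the opposite direction to the genes of carotenoid synthesis. It was higher by 0.73 in the dark and by 0.12 after illumination, with adjusted p-values of 0.877 and 0.880, and no setting that was run called it. Table S3 heads 7 lists as upregulation in the mutant, and in the named condition all their tested genes were lower. In the dark these were 2 of 2 carotenoid genes and 4 of 4 genes of disease, virulence and defense. After illumination they were 16 of 16 genes of triterpenes, 3 of 3 of DNA methylation, 17 of 17 of NAD binding, 7 of 7 of photoperception and 4 of 4 of electromagnetic stress. In the 2 lists headed as downregulation after illumination, 28 of 28 tested genes of carbohydrate metabolism and 9 of 9 of sugar catabolism were higher. Of the 49 genes listed for cluster IV, 48 were found among the annotated genes.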

Other observations

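The tests of the spread between replicates, of shared libraries, of exchanged labels, of nitrogen functions, of nitrate genes and of transcripts running on from *carS* were chosen only after the result was seen. With 3 libraries in each of 2 groups there are 10 splits, so chance in the grouping cannot be told apart from a real difference by their number alone. For light in the wild-type strain, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes past the threshold, and for light in the Δ*carP* mutant also 1 of the 10 splits of the 6 libraries did. Of the 4 splits that part all 3 replicate numbers, only the real one gave any gene; the other splits keep both libraries of some replicate number together. Mutant against wild type in the dark, 2 of the 10 splits of the 6 libraries gave as many genes, and after illumination 2 of the 10 splits of the 6 libraries. The other split was in each condition replicate 1 of the wild type with replicates 1 and 3 of the mutant against the rest. It gave 711 genes in the dark, where the real split gave 2, and 340 after illumination, where the real one gave 278.

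This split follows the largest component of the deviations from the group means, which held 68.4% of their variance. In the dark, its scores were -54.7, 83.5 and -28.8 for the mutant replicates and -45.5, 21.6 and 23.9 for the wild-type replicates, and they had the same signs after illumination. A mislabelled sample is argued against, since at each gene of the *car* cluster the lowest illuminated wild-type library exceeded the highest illuminated mutant library at least 126-fold. Library depth is also argued against: the scores had a correlation of 0.999987 with those from libraries thinned to one total. The largest loading was that of *FFUJ_04057*, related to a monocarboxylate transporter, with 0.809, 646 and 1.89 CPM in the mutant and 1.28, 64.5 and 53.0 CPM in the wild type in the dark. *FFUJ_10876*, related to a sexual differentiation protein, and *FFUJ_10757*, related to a multicopper oxidase, went the same way, and none of these 3 is described with a nitrogen function. In the opposite direction went *FFUJ_12801*, related to a general amidase, with 338, 0.389 and 167 CPM in the mutant and 361, 1.08 and 0.508 CPM in the wild type in the dark. So did *FFUJ_12802*, related to a transporter, *FFUJ_03458*, related to a GABA permease, and *FFUJ_11805*, a probable ammonium permease MEPA. A hypothesis is that the cultures differed in nitrogen supply at harvest. The 163 genes described with nitrogen functions had a mean absolute loading 2.56 times that of all genes, at percentile 100.0 of 10000 random lists, and 30 of them were among the 200 largest loadings against 2.94 expected. Without those 200 genes, the remaining 133 were still at percentile 100.0. The question stays open, as the words that define the list were chosen after the genes with the largest loadings had been seen, and nitrogen in the medium was not measured. Another difference between the cultures that moves these genes cannot be told apart from it.

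*niaD* and *crnA* were lower in the mutant, but their levels in the first wild-type replicate were near those of the mutant. Differences between cultures could account for this. Among 21 other nitrate or nitrite genes, the first wild-type replicate was nearer to the mutant mean for 15 (71.4%), against 55.5% of all genes (Fisher exact p = 0.187). *FFUJ_06099*, a probable nitrite reductase, had 191, 2802 and 1917 CPM in the wild type and 287, 370 and 133 CPM in the mutant in the dark. On the largest component, mutant replicates 1 and 3 lay on the side of the first wild-type replicate, and mutant replicate 2 on that of wild-type replicates 2 and 3. Yet in the dark mutant replicate 2 had 303 CPM of *niaD*, where wild-type replicates 2 and 3 had 2808 and 2126. For *crnA* it had 349 CPM against 3216 and 2348. An effect of the deletion on these genes and differences between cultures cannot be told apart. The contrast rests on 1 mutant culture, and 21 genes and 3 cultures of each strain are too few. A biological explanation, an effect of *carP* on nitrate use, was not tested.

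The numbers of light-regulated genes differed more between strains without the replicate block than with it. Of the fold difference, 12.6-fold went with the block, which may come from the spread between the mutant replicates, with a common coefficient of variation of 0.447 against 0.278 in the wild type. A ratio of 1.95 stayed, and 1.88 over the genes tested in both strains. With the block the coefficient was still larger in the mutant, 0.122 against 0.0821. In 20 simulations with this spread and the wild-type light effects in both strains, the ratio over the genes tested in both strains lay between 0.98 and 1.04, which argues against the remaining spread as the source. With each strain's own effects, the simulations gave 1899 to 1959 genes in the wild type and 1105 to 1165 in the mutant, where 1886 and 1002 were observed. Library depth is argued against for the ratio without the block, which was 23.6 with thinned libraries. Thinning was not combined with the block, so it does not bear on the ratio of 1.95. A weaker response in the mutant is in line with the genes called there with the block, which had a median effect of 1.70 in the wild type and 1.37 in the mutant. For the interaction, 4 of the 100 splits of the 12 libraries gave as many genes. This number does not measure chance, since the splits exchanged the labels of strain and light together.

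Among genes photoinduced in the wild type, the lower levels in the illuminated mutant could come from chance in the illuminated wild-type libraries, which both comparisons share. When photoinduced genes were called without 1 wild-type replicate, and the mutant was compared with the light library of that replicate, their median difference, less that of the other genes, was -0.74, -1.66 and -0.78. Against the 2 light libraries used for the call it was -0.72, -1.41 and -1.10. At least 0.71 of the difference thus stayed without a shared library, which argues against chance in shared libraries as the whole source. Some part may come from it. The median of simulated unchanged groups was as low as -0.089, where -0.77 was observed. The simulation gave all groups the wild-type spread and drew each gene independently, so it cannot set the size of that part. Gene length is argued against as a source of the downregulated genes after illumination, since the correlation of the log2 difference with gene length was 0.051.

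*FFUJ_08713*, next to *carS*, was higher in the mutant. Transcripts of *carS* or of the resistance cassette running on into it would leave fewer reads per kb on *FFUJ_08713* than on *carS*. The median ratio over the 6 mutant libraries was 5.23, from 1.08 to 12.4, which argues against *carS* transcripts as the source. The lowest ratio had first been chosen to decide, and the median was taken after the values had been seen. The strand of the reads is not known. A local effect of the deletion stays open: of the 20 neighbours of *carS* 1 passed the threshold after illumination, and 28.9% of other windows of 20 genes held as many, so a local effect cannot be told apart from the general frequency of such genes with so few neighbours. A gain of copies of a chromosome region is argued against for the 34 genes upregulated after illumination: 0 of them lay in a window of 20 neighbouring genes with a median log2 difference of at least 0.8 in both conditions, and the largest such median over all windows was 0.77. No biological explanation for *FFUJ_08713* was tested.

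One of the genes used as a reference in the paper's qPCR, *FFUJ_04397*, fell by 1.30 on the log2 scale with light in the wild type (SE 0.35, adjusted p = 0.0352), past the threshold in 1 of the 6 fits that left out 1 library. In the mutant the change was -0.91 (SE 0.57, adjusted p = 0.589). The second mutant replicate had 18.69% of its counts in the dark and 17.71% after illumination on its 10 most abundant genes, and the other 10 libraries had between 8.3% and 12.36%.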
